# Orb2 enables rare-codon-enriched mRNA expression during *Drosophila* neuron differentiation

**DOI:** 10.1038/s41467-024-48344-8

**Published:** 2024-06-20

**Authors:** Rebeccah K. Stewart, Patrick Nguyen, Alain Laederach, Pelin C. Volkan, Jessica K. Sawyer, Donald T. Fox

**Keywords:** Development, Developmental neurogenesis

## Abstract

Regulation of codon optimality is an increasingly appreciated layer of cell- and tissue-specific protein expression control. Here, we use codon-modified reporters to show that differentiation of *Drosophila* neural stem cells into neurons enables protein expression from rare-codon-enriched genes. From a candidate screen, we identify the cytoplasmic polyadenylation element binding (CPEB) protein Orb2 as a positive regulator of rare-codon-dependent mRNA stability in neurons. Using RNA sequencing, we reveal that Orb2-upregulated mRNAs in the brain with abundant Orb2 binding sites have a rare-codon bias. From these Orb2-regulated mRNAs, we demonstrate that rare-codon enrichment is important for mRNA stability and social behavior function of the metabotropic glutamate receptor (mGluR). Our findings reveal a molecular mechanism by which neural stem cell differentiation shifts genetic code regulation to enable critical mRNA stability and protein expression.

## Abstract (web summary)

Messenger RNAs (mRNAs) harboring rare codons are upregulated in the *Drosophila* brain. In this study, the authors demonstrate that such rare codon mRNAs are present in *Drosophila* neurons but not in neuroblast cells, and that Orb2 positively regulates rare-codon-dependent mRNA stability in neurons.

## Introduction

During the progression from stem cell to terminally differentiated cell, numerous molecular changes occur at the level of chromatin, transcription, and translation^1–6^. An underexplored mechanism of this progression is the regulation of biased codon usage^7–9^. Generally, codons that are rarely used in a coding genome are nonoptimal for the translation of an mRNA, whereas codons that are commonly used are optimal. Therefore, mRNAs that are enriched in rarely used codons are often both less stable and less robustly translated^10,11^. This lower expression from rare-codon-enriched mRNAs can enable optimal regulation of cell signaling or more rapid protein turnover^12–15^.

Cellular context impacts the optimality of specific rare codons for protein expression^12,16–26^. An open question is how codon optimality is regulated in the context of cellular differentiation. Molecular regulators that might link differentiation to changes in codon regulation are likely to converge on processes such as regulation of translation/tRNAs^27–32^ or mRNA stability^19,33–38^. We previously showed that the *Drosophila* testis and brain are distinctly capable of upregulating rare-codon expression^16^, suggesting that molecular regulators that are unique to these tissues may be important in codon-dependent regulation.

In the brain, neurons provide a particularly interesting context in which regulation of codon optimality is likely coupled to cell differentiation. Recent studies have found that neural tissues have important codon-dependent regulation, with increased stability of transcripts enriched in synonymous codons that are rarely used in the genome^16,19,39–41^. Such distinct regulation of mRNAs with rare codons mirrors other unique aspects of mRNA regulation in neural cells, including splicing^42–44^, RNA modifications^45,46^, and polyadenylation^47,48^. *Drosophila* larvae have a well-characterized neural stem cell lineage^5,49–52^, making the fly larval brain a well-suited system to explore dynamic codon usage regulation during neural differentiation.

In this study, we use genetic tools, quantitative microscopy, and RNA sequencing in the developing *Drosophila* brain to reveal an upregulation of rare-codon-enriched mRNA and protein expression during neural differentiation. Neurons, but not neural progenitors, upregulate protein expression from a rare-codon-enriched reporter during differentiation. This shift in genetic code regulation is driven by increased rare-codon-enriched mRNA abundance and protein production in neurons compared to neural stem cells. From a candidate genetic screen, we identify the conserved CPEB protein Orb2 as a specific regulator of rare-codon-biased protein expression in neurons and in spermatids of the testis. These findings mirror Orb2’s known roles in both neuronal function^53–60^ and in male fertility^61–63^. Using RNA sequencing, we then reveal that Orb2-upregulated brain mRNAs with abundant Orb2 binding sites have a rare-codon bias. From these Orb2-upregulated mRNAs, we show that rare codons are critical for expression and social behavior function of the G protein-coupled receptor *mGluR*. Codon optimization of mGluR increases its expression, and this negatively impacts social behavior. We further show that Orb2 controls mRNA stability of mGluR, and also controls mRNA stability of a GFP reporter in a codon-dependent fashion in neurons. Our study identifies a molecular mechanism through which differentiation in a stem cell lineage shifts genetic code regulation to enable critical protein expression and function.

## Results

### Protein production from rare-codon-enriched genes in the *Drosophila* brain occurs during neuronal differentiation

We previously showed that multiple GFP reporters enriched in rare codons and driven by a ubiquitous (UBI) promoter express specifically in the brain and testis of *Drosophila melanogaster*^16^. Expression in these two tissues vastly exceeds expression in any other tissue. We also identified a reporter (*GFP-rare-brain*, hereafter *GFP-rare*^*b*^) with highly specific wandering third larval instar (WL3) brain expression (Fig. 1A, B, Fig. S1B, GFP-rare^b^). *GFP-rare*^*b*^ contains 54% common codons at the 5’ end of the transgene followed by 46% rare codons at the 3’ end. This codon usage and clustering of rare codons at the 3’ end is similar to our previous rare-codon reporters, but *GFP-rare*^*b*^ uses a distinct nucleotide sequence (Supplementary Dataset 1). Given the robust and specific expression in the brain, we used *GFP-rare*^*b*^ to uncover regulation of rare-codon-enriched transcript expression at the cellular level.

**Fig. 1:**
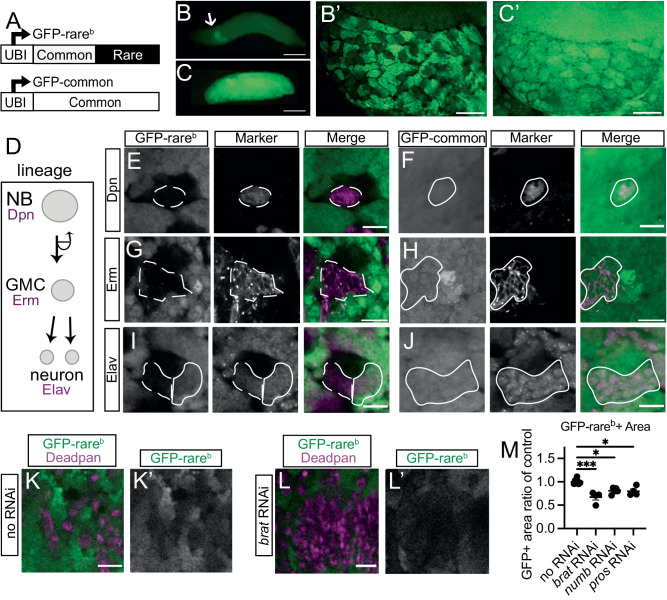
Expression of a rare-codon-enriched reporter during differentiation of *Drosophila* neurons. **A** Schematic of GFP- rare^b^ and GFP-common reporters. 5’ is to the left. **B** Expression of GFP-rare^b^ in whole WL3 larvae, scale bar is 1 mm. Arrow labels the brain. **B’** Expression of GFP-rare^b^ in one lobe of a WL3 brain, scale bar is 20 µm. **C-C’** Expression of GFP-common in WL3 larvae as in **B**, **B’**. **D** Schematic of neuroblast lineage in *Drosophila* larval brain, showing markers of neuroblasts (NBs), ganglion mother cells (GMCs) and neurons in magenta. **E**–**J** Representative images of WL3 brain expressing GFP (green), either GFP-rare^b^ (**E**, **G**, **I**) or GFP-common (**F**, **H**, **J**). Brains are co-labeled with cell type markers (magenta). Deadpan (Dpn) marks NBs (**E**, **F**), *earmuff* (*erm)* GAL4 drives membrane-targeted tdTomato in GMCs (**G**, **H**), and Elav marks neurons (**I**, **J**). Solid outline shows cells expressing marker and GFP protein. Scale bar is 10 μm. **E**, **G**, **I** GFP-rare^b^ reporter, dashed outline shows cells expressing marker that do not express GFP protein. **K-L’:** Representative images of WL3 brains expressing GFP-rare^b^ (green on left, white on right) co-labeled with Dpn (magenta on left) to mark NBs. Scale bar is 20 μm. **K**-**K’** GFP-rare^b^ reporter brain. **L**-**L’** GFP-rare^b^ reporter brain with *inscuteable (insc)* GAL4 driving UAS-*brat* RNAi in the NB lineage. **M** Quantification of area of central brain covered by GFP-rare^b^ expressing cells in areas affected by each RNAi. Each data point = 1 animal, mean and SEM plotted. Two biological replicates conducted, n for each genotype are as follows: no RNAi = 7, *brat* RNAi = 5, *numb* RNAi = 5, *pros* RNAi = 5. All comparisons by one-way ANOVA followed by Dunnett’s multiple comparisons tests comparing no RNAi to: *brat* RNAi, *p* = 0.0008; *numb* RNAi, *p* = 0.0378, *pros* RNAi, *p* = 0.0412. Source data are provided as a Source Data file.

High magnification imaging reveals that GFP-rare^b^ protein expression across the brain is non-uniform, suggesting that only specific cell types may express this rare-codon-enriched reporter (Fig. 1B). To identify codon-dependent expression differences in cell types in the larval brain, we compared GFP-rare^b^ expression to a previously described reporter with the same promoter and genomic insertion location (see Methods). This reporter, here termed *GFP-common*, contains 100% common codons and is expressed ubiquitously throughout the larva^13,16^ (Fig. 1A, C, Fig. S1A, GFP-common). GFP-common protein is expressed more uniformly in the brain (Fig. 1C), suggesting the cellular level difference in GFP-rare^b^ brain expression is codon-dependent. We confirmed the codon dependency of this expression using other brain-enriched, rare-codon-biased reporters, and observe the same non-uniform fluorescence pattern seen with GFP-rare^b^ (Fig. S1C, D). Therefore, only some cells in the brain can express GFP-rare^b^.

To determine which brain cell types express GFP-rare^b^, we used both antibodies and genetic markers specific for neural cell types. We focused on the well-characterized central brain neuroblast lineages. Cell types and lineage relationships common to all neuroblast lineages are schematized in Fig. 1D. First, we looked at the neuroblasts (NBs), which are the neural stem cells. Using an antibody for the NB-specific transcription factor Deadpan (Dpn)^64^, we find that GFP-rare^b^ is not expressed in NBs, while GFP-common is (Fig. 1E vs F). NBs divide asymmetrically to self-renew and produce another type of progenitor cell, ganglion mother cells (GMCs)^5,49–52,65,66^. Using *earmuff*-GAL4 to drive a membrane-targeted UAS-tdTomato protein specifically in GMCs^67^, we find GFP-rare^b^ protein is again not expressed, while GFP-common is expressed (Fig. 1G vs H). GMCs divide to produce post-mitotic progeny that differentiate into either neurons or glia. We used an antibody against Elav, an RNA binding protein, to mark neurons specifically^68^. GFP-rare^b^ is expressed in Elav-positive neurons, but in a spatially distinct way. Neurons more distal from the NB do express GFP-rare^b^, while neurons near the NB do not (Fig. 1I, solid vs dotted line). We confirmed using MARCM clones (see Methods^69^) that these proximal neurons are more recently born and immature (Fig. S1E). GFP-common protein is expressed throughout all neurons in the central brain lineage (Fig. 1J). We also examined GFP-rare^b^ in larval neurons and glia outside of the central brain. Most of these cell types, such as OK6-Gal4+ motor neurons and en-Gal4+ serotonergic neurons, express GFP-rare^b^ (Fig. S1F, G). However, we did detect a small number of cell types that are negative for GFP-rare^b^, notably Wrapper+ midline glia and Repo+ astrocyte-like glia (Fig. S1H, I). These results show that most differentiated larval brain cells uniquely upregulate GFP-rare^b^ protein.

Our marker analysis suggests that, in the larval central brain NB lineage, the ability to express a rare-codon-enriched reporter is coupled to cell differentiation. To test this model, we genetically manipulated NB division and progeny differentiation. We did so by increasing the number of undifferentiated NBs in the brain at the expense of differentiated neurons and glia. Decreased expression of *numb*^70–72^ or *prospero (pros)*^73,74^ is known to increase the number of a prevalent type of NBs in the *Drosophila* brain known as the Type 1 NB. Similarly, decreased expression of *brain tumor (brat)*^65,66,70,75,76^ increases the number of highly proliferative Type 2 NBs. We recapitulated these results by driving expression of UAS-RNAi constructs against the above-mentioned genes using the *inscuteable (insc)*-GAL4 driver, which is expressed throughout all NBs and their progeny^77^. We find significant increases in the number of Dpn+ Type 2 NBs in the *brat* RNAi background (Fig. 1K, L; Fig. S1K) and Dpn+ Type 1 NBs in the *numb* and *pros* RNAi backgrounds (Fig. S1J). If cellular differentiation is required to express GFP-rare^b^, then GFP-rare^b^ expression should decrease when the percentage of NBs increases. Indeed, RNAis that increase numbers of NBs or intermediate progenitors (and decrease numbers of differentiated cells) leads to smaller areas of GFP-rare^b^ protein expression (Fig. 1M). These results show that cell differentiation within the NB lineages determines the ability to express a rare-codon-enriched reporter.

### Neurons but not neuron progenitors upregulate rare-codon-enriched mRNA expression

Regulation of protein expression from a rare-codon-enriched mRNA can occur at the level of RNA or protein (reviewed in ref. ^78,79^). We next examined if neurons uniquely upregulate *GFP-rare*^*b*^ mRNA in addition to protein. Using quantitative microscopy (see Methods) and genetically encoded fluorescent markers (Fig. S2A, B), we first measured the amount of GFP-rare^b^ protein at each step in the NB lineage. There is almost 10-fold more GFP-rare^b^ protein by fluorescence in neurons than in either NBs or GMCs (Fig. 2A, B, Fig. S2C). There is only a twofold difference in GFP-common protein between neurons and NBs, with more protein in the NBs (Fig. 2D, E, Fig. S2D). Using western blot, we also quantitatively measured expression of GFP-rare^b^ and GFP-common protein in both WT and NB-enriched *brat* RNAi brains. In agreement with our findings by microcopy in Fig. 1M, increasing the number of NBs significantly decreases the amount of GFP-rare^b^ in brains (Fig. S2E). *brat* RNAi has no impact on GFP-common expression by western blot (Fig. S2E). Taken together, these data highlight a response in neurons which increases protein expression from a rare-codon-enriched reporter.

**Fig. 2:**
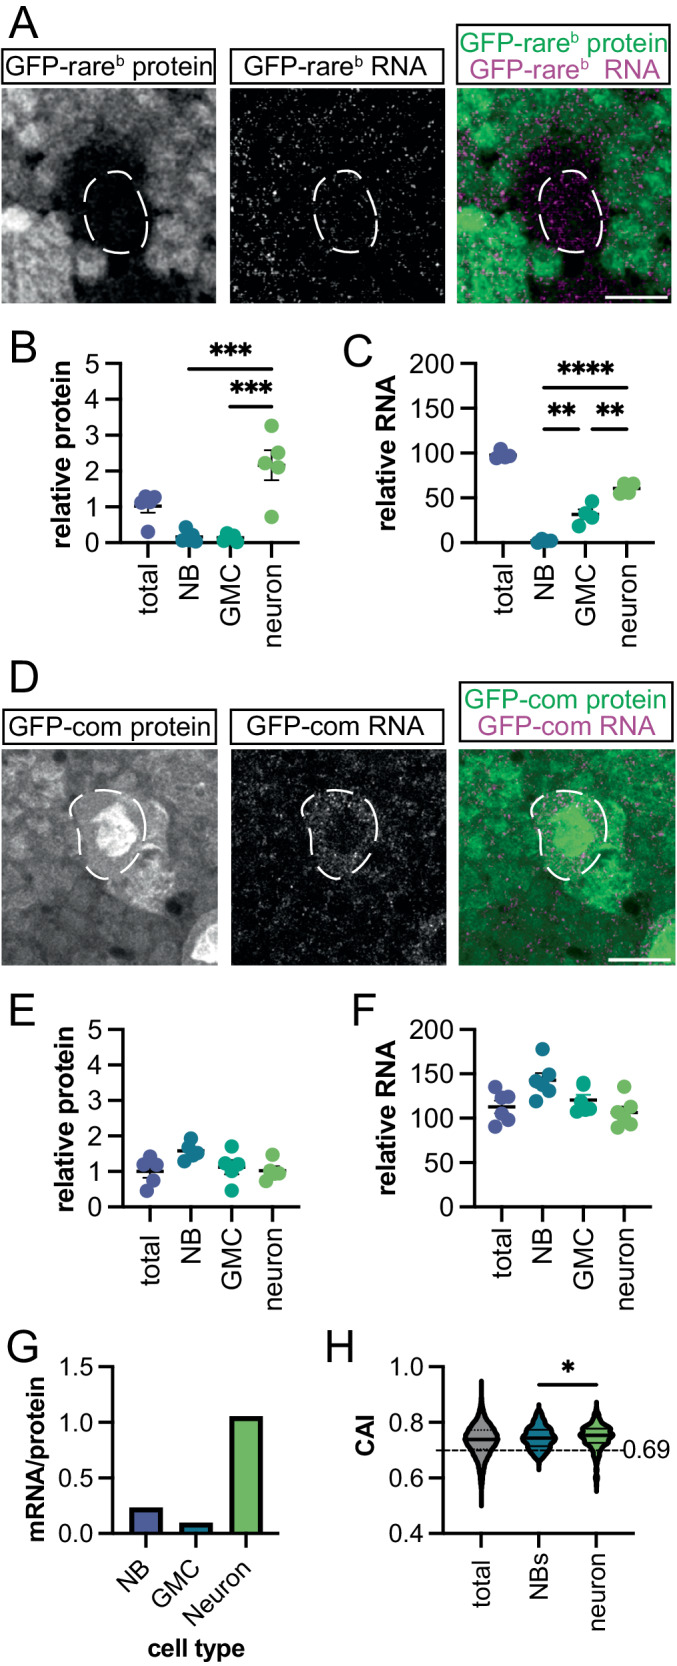
Neurons but not neuroblasts upregulate rare-codon-enriched expression. **A** Images of GFP-rare^b^ protein (green in merged image) and mRNA (magenta in merged image) in WL3 brains. Scale bar 10 μm. Dashed outline indicates NB. **B** GFP-rare^b^ protein expression relative to *w*^*1118*^ controls in indicated cell types in WL3 brains (see Methods). Two biological replicates. One-way ANOVA performed followed by Tukey’s multiple comparisons test, *p* = 0.0002 for both. **C** Quantification of GFP-rare^b^ RNA expression relative to *w*^*1118*^ controls in indicated cell types in WL3 brain (see Methods). Two biological replicates. One-way ANOVA performed followed by Tukey’s multiple comparisons test. NB vs GMC, *p* = 0.001; NB vs neurons, *p* < 0.0001; GMC vs neurons, *p* < 0.0011. **D** Representative images of GFP-common protein (green in merged image) and mRNA (magenta in merged image) in WL3 brains. Scale bar 10 μm. Dashed outline indicates NB. **E** Quantification of GFP-common protein expression in indicated cell types relative to *w*^*1118*^ controls in WL3 brains. Two biological replicates. No significant differences detected by one-way ANOVA. **F** Quantification of GFP-common RNA expression in indicated cell types relative to *w*^*1118*^ controls in WL3 brain (see Methods). Two biological replicates. No significant differences detected by one-way ANOVA. **G** mRNA/protein ratio of GFP-rare^b^ in each cell type. Relative GFP-rare^b^ mRNA and protein from **E** and **F** are plotted as a ratio of mRNA to protein. **H** Analysis of codon usage in NBs and neurons from single-cell RNA sequencing data retrieved from Yang et al. 2016 and Berger et al. 2012 (see Methods); highly expressed genes were defined as twofold enriched cell type of interest in both datasets. Expressed genes in each cell type are represented in a violin plot of CAI distribution. “Total” is a plot of all mRNAs in the dataset. Dashed line indicates CAI of GFP-rare^b^. A Kolgomorov–Smirnov test was performed to compare the distributions between NBs and neurons (*: *p* = 0.0173). Source data for **B**, **C**, **E**–**H** are provided as separate Source Data files. Mean ± SEM plotted on each graph. Precise *N* values provided in source data file for **B**, **C**, **E**, **F**.

To examine mRNA level differences between NB lineage cells, we used single molecule inexpensive Fluorescent In Situ Hybridization (smiFISH, see Methods^80^). There is almost no *GFP-rare*^*b*^ RNA in the NBs, similar to GFP-rare^b^ protein (Fig. 2A–C). *GFP-rare*^b^ RNA is detectable in GMCs, but neurons have a twofold higher level of GFP-rare^b^ RNA compared to GMCs (Fig. 2C, GMCs vs. neurons). In contrast to the step-wise RNA level increases from progenitors to neurons seen with GFP-rare^b^, GFP-common mRNA does not increase in neurons (~1.3-fold higher in NBs, Fig. 2D, F). We also measured total reporter mRNA in brains using quantitative Real-Time PCR (qRT-PCR) and found there is significantly less *GFP-rare*^*b*^ mRNA compared to *GFP-common* mRNA (Fig. S2F). We then calculated the ratio of reporter mRNA and protein in NBs and neurons by normalizing the amount of *GFP-rare*^*b*^ RNA in each cell type to the amount of GFP-common reporter RNA, then dividing by the amount of GFP-rare^b^ protein (see Methods). This shows that neurons have roughly 5-fold higher GFP-rare^b^ protein output per mRNA than neuroblasts (Fig. 2G). Taken together, our RNA and protein measurements suggest that neurons, but not neural progenitors, have a unique ability to preferentially maintain levels of and produce protein from rare-codon-enriched mRNAs. As GFP-common and GFP-rare^b^ have the same genomic location and promoter, the 10-fold GFP-rare^b^ protein and twofold higher mRNA difference in cell type expression is primarily codon-dependent as opposed to reflecting cell type differences in transgene expression strength. Indeed, when comparing protein and mRNA levels in animals heterozygous and homozygous for *GFP-rare*^*b*^, the ratio correlates closely with gene dosage in each cell type (Fig. S2G, H).

Our study of *GFP-rare*^*b*^ expression suggests that RNA levels in NBs and neurons are predictive of protein production from a rare-codon-enriched transcript. To determine if endogenously expressed mRNAs behave similarly to our reporter, we analyzed codon usage of published single-cell RNA sequencing. Using previously published data^81,82^, we analyzed the codon usage of mRNAs that are highly and specifically expressed in either NBs or neurons (see Methods). As a metric of codon usage, we used the codon adaptation index (CAI)^9^. CAI determines the likelihood that the set of codons making up a transcript will appear with that specific frequency, based on the frequency of appearance for all codons in the genome of the organism. Higher CAI scores indicate an enrichment of common codons, with a score of 1 indicating that the most common codon is used in every position. This analysis reveals a significant difference in the distribution of CAIs for mRNAs between NBs versus neurons (Fig. 2H). Neurons but not NBs exhibit a prominent tail of low CAI (rare-codon-enriched) genes. These data mirror our findings with our *GFP-rare*^*b*^ reporter. Using both a pair of codon-biased reporters and two published single-cell RNA sequencing datasets, we have discovered a unique upregulation of rare-codon-enriched mRNA and protein expression upon differentiation of NBs into neurons.

### A candidate screen identifies the conserved CPEB protein Orb2 as a regulator of codon-dependent expression

We next used our reporter system in a targeted genetic screen to identify upstream regulators of codon-dependent expression during neuronal differentiation. We used available single-cell RNA sequencing data^81,82^ to generate a list of candidate regulators. Given our finding of rare-codon expression differences between NBs and neurons, we reasoned that candidate upstream regulators of these differences have differential expression between NBs and neurons. Candidates were further selected based on a known function in RNA biology. We reasoned that rare-codon expression could be achieved by regulating stability of the mRNA through binding, splicing, or modification. Conversely, rare-codon expression could be impacted by translation, ribosome regulation, or tRNA modification. We chose 21 candidates enriched in NBs, and 24 candidates enriched in neurons (schematized in Fig. 3A). We knocked down each candidate with RNAi expressed by *insc*-GAL4. For five of these genes (*CG9107, dim1, futsch, lsm3*, *me31b*), knockdown by RNAi in the brain was lethal. For the remaining 40 genes, we measured the fluorescence intensity of GFP-rare^b^ across one lobe of the central brain to assess regulation of rare-codon-dependent expression. This primary screen revealed that knockdown of five genes (*elp1, CG2021, not1, ewg* and *orb2*) significantly decreases GFP-rare^b^ expression (Fig. 3B, C, Supplementary Dataset 2). As a secondary screen, we repeated the RNAi knockdown with *insc-*GAL4 in the background of the GFP-common reporter to determine if the effects of the knockdown are specific to codon content (Fig. 3D). Only knockdown of *orb2*, an RNA binding protein, significantly decreases expression of GFP-rare^b^ without changing GFP-common expression (Fig. 3D–H). The codon-dependent effect on GFP-rare^b^ versus GFP-common expression was repeated with a second *orb2* RNAi line (Fig. 3I) and with an *orb2* deletion mutant (Fig. S3A). By analyzing single-cell RNA sequencing data^82^, we observe a 10-fold higher mRNA expression of *orb2* in neurons vs NBs. (Fig. 3J). This differential expression suggests that neuronal upregulation of *orb2* expression may underly the robust expression of rare-codon-enriched mRNA and protein in neurons.

**Fig. 3:**
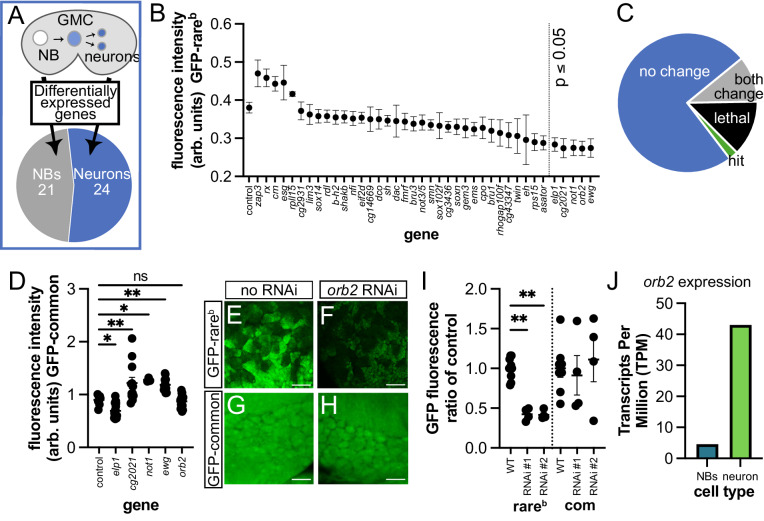
A targeted RNAi screen reveals Orb2 as a codon-specific regulator in the brain. **A** Schematic indicating how screen targets were chosen. 21 genes were NB-enriched, and 24 genes were neuron-enriched. **B** Quantification of primary screen results, with average GFP-rare^b^ fluorescence intensity values (arb. units=arbitrary units) in target gene deficient brains (RNAi driven by *insc-*GAL4) ordered from highest to lowest mean. Ordinary one-way ANOVA compares all values to control (expressing GFP-rare^b^ and no RNAi) WL3 brain fluorescence value followed by Dunnett’s test for multiple comparisons. Knockdown of *elp1, cg2021, not1, ewg* and *orb2* significantly decreased average GFP-rare^b^ WL3 brain fluorescence relative to the control. *P* values for significant comparisons with control as follows: *cg2021:* *p* value = 0.0437; *not1:* *p* value = 0.0203; *elp1:* *p* value = 0.0139; *ewg:* *p* value = 0.0018; *orb2:* *p* value = 0.0015. Mean ± SEM plotted. **C** Graphical demonstration of primary and secondary screen results. *N* = 35 RNAis with no change in GFP-rare^b^ fluorescence, *N* = 6 RNAis were lethal by larval stage, *N* = 5 RNAis significantly changed fluorescence of both GFP-rare^b^ and GFP=common, and *N* = 1 RNAi, (*orb2*), significantly changed only GFP-rare^b^ fluorescence (=”hit”). **D** Quantification of secondary screen results. Knockdown of primary screen hits driven by *insc*-GAL4 results in significant changes to GFP-common fluorescence in all but *orb2* RNAi knockdown. Ordinary one-way ANOVA followed by Dunnett’s test for multiple comparisons. Compared to control: *elp1* *p* = 0.034; *cg2021*, *p* = 0.0011; *not1*, *p* = 0.0142; *ewg*, *p* = 0.0040. Each data point = 1 animal. Mean ± SEM shown. Three biological replicates. **E**–**H** Representative images of control (*white* (*w*) RNAi) (**E**, **G**) and *orb2* RNAi (**F**, **H**) WL3 brains with GFP-rare^b^ (**E**, **F**) or -common (**G**, **H**) fluorescence (green). **I** Quantification of fluorescence intensity change in *insc*-GAL4>*w* RNAi (WT) or *orb2* RNAi WL3 brains compared to average fluorescence in WT, expressing either GFP-rare^b^ or GFP-common. Two separate *orb2* RNAi constructs were tested (see Supplemental Dataset 4 for details). Mean ± SEM plotted, two biological replicates. Ordinary one-way ANOVA followed by Šídák’s multiple comparisons test. *P* value for GFP-rare^b^ vs RNAi#1 = 0.0096; GFP-rare^b^ vs RNAi#2 = 0.0087. **J** *orb2* transcript expression in NBs and neurons from Yang et al. 2016^82^. Precise *n* values in source data files for **B**, **D** and **I**.

To determine how Orb2 impacts codon-dependent mRNA and protein within the NB lineage, we used quantitative microscopy to simultaneously measure reporter protein and RNA expression (Fig. 4A–D). First, we compared GFP-rare^b^ protein expression between brains of *orb2* RNAi (driven by *insc-*Gal4) and a negative control (*insc*-GAL4 driving *white* RNAi). Except where specifically noted, we use *insc-Gal4* driving *orb2* or *white* RNAi for all subsequent *orb2* vs. control comparisons in this study. RNAi against *orb2* does not impact GFP-rare^b^ protein expression in NBs or GMCs (Fig. 4C). However, in neurons, there is a 50% decrease in GFP-rare^b^ protein expression in *orb2* RNAi relative to *white* RNAi. This suggests that *orb2* positively regulates GFP-rare^b^ expression specifically in neurons. We observe similar results by driving *orb2* RNAi with *elav*-GAL4, which expresses only in neurons^68^ (Fig. S3B–E). We do not observe any difference in GFP-common protein expression in *orb2* RNAi brains (Fig. S3F). Importantly, *orb2* loss does not alter the number of NBs or Elav+ cells in brains, suggesting that changes in GFP-rare^b^ protein expression are not due to secondary impacts on the NB lineage (Fig. S3G, H). As *orb2* is an RNA binding protein, we next compared GFP-rare^b^ mRNA levels in *orb2* RNAi and *white* RNAi WL3 brains. Loss of *orb2* does not impact GFP-rare^b^ mRNA levels in NBs or in GMCs. However, there is a significant decrease in GFP-rare^b^ RNA expression in the total brain in *orb2-*RNAi animals, seemingly driven by the decrease in mRNA abundance in neurons, as measured by quantitative microscopy and qRT-PCR (Fig. 4D, Fig. S3I). There is no change in GFP-common mRNA levels in *orb2* RNAi brains by qRT-PCR comparing the amount of reporter mRNA in total brains from control (*w* RNAi) animals to *orb2* RNAi animals (Fig. S3I). Similarly, by quantitative microscopy with smFISH, there is no difference in GFP-common mRNA in the different cell types in the neuroblast lineage (Fig. S3J). These data suggest that the RNA binding protein Orb2 acts specifically in neurons to increase abundance of GFP-rare^b^ mRNA and thereby increase protein production from the mRNA.

**Fig. 4:**
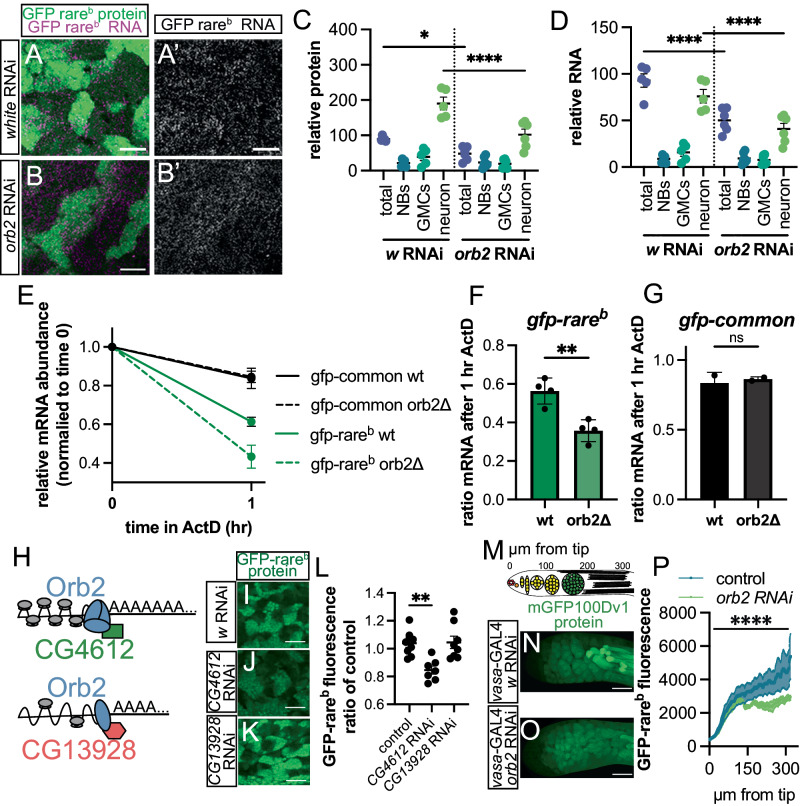
Molecular and cellular evidence of Orb2 as a positive regulator of rare-codon-enriched expression. **A**-**B’** Images of GFP-rare^b^ protein (green on left) and mRNA (magenta on left, white on right) in WL3 brains, *insc-*GAL4*>w* RNAi (A-A’) or *insc-*GAL4>*orb2* RNAi (**B**-**B**’). Scale bar 10 μm. **C** GFP-rare^b^ protein decreases with *orb2* RNAi in total brains and neurons. Two biological replicates, one-way ANOVA followed by Šídák’s multiple comparison test. *w* RNAi vs *orb2* RNAi total *p* value = 0.0268. *w* RNAi vs *orb2* RNAi neurons *p* value < 0.0001. **D** GFP-rare^b^ RNA decreases with *orb2* RNAi in total brains and neurons. Two biological replicates, *w* RNAi vs *orb2* RNAi total and neurons *p* < 0.0001 by one-way ANOVA followed by Šídák’s multiple comparison test. **E** Change in mRNA abundance over one hour of ActD treatment. Mean ± SEM, 20 brains in each condition, 3 replicates for GFP-rare^b^ and 2 replicates for GFP-common. **F**, **G** Plot of ratio of mRNA over 1 hr of ActD treatment with or without *orb2*. **F** GFP-rare^b^. Two-tailed *t* test, *p* = 0.0035. **G** GFP-common. Two-tailed *t* test, *p* not significant (ns). **H** Schematic of Orb2, CG4612, and CG13928 influencing mRNA polyadenylation and translation. Modified from Khan et al. 2015. **I**–**L** Images of GFP-rare^b^ protein in WL3 brains with *insc*-GAL4> *w* RNAi (**I**), *CG4612* RNAi (**J**), *CG13928* RNAi (**K**). **L** GFP-rare^b^ protein expression in total brain for *w* RNAi, *CG4612* RNAi, and *CG13928* RNAi normalized to average of all *w* RNAi brains. Two biological replicates. One-way ANOVA followed by Dunnett’s multiple comparisons test, control vs *CG4612* RNAi *p* = 0.0018. **M** Schematic of testes shown in **N** and **O** and measured in **P**. µm from tip corresponds to X axis of **P**. Red = hub, orange = germline stem cell, yellow = spermatogonia, green = spermatocytes, and black = spermatids. **N**, **O**. Images of testes GFP fluorescence from mGFP100Dv1 with *vasa*-GAL4> (**N**) *w* RNAi or (**O**) *orb2* RNAi. Scale bar 50 µm. **P** mGFP100DV1 in testes with *vasa*-GAL4>*w* RNAi or *orb2* RNAi. Line profiles of GFP-rare^b^ fluorescence from hub to spermatid (300 μm). *N* = 9, mean ± SEM, three biological replicates. Welch’s two tailed *t* test comparing linear regressions *p* < 0.0001. Precise *n* values for **C**, **D**, and **L** provided in source data file.

Orb2 is connected to mRNA stability^55,59–61,83–85^. We therefore examined if Orb2 impacts mRNA stability of GFP reporters in a codon-dependent manner. We first examined if rare codons decrease reporter mRNA stability. We used Actinomycin D (ActD) to stop transcription^86–88^ and measured the abundance of *GFP-rare*^*b*^ mRNA over time. Compared to *GFP-common, GFP-rare*^*b*^ mRNA abundance decreases much more rapidly after an hour of ActD treatment, indicating it is less stable overall (Fig. 4E). We next examined *GFP-common* and *GFP-rare*^*b*^ mRNA stability in *orb2* brains. Loss of *orb2* makes *GFPrare*^*b*^ mRNA even less stable (Fig. 4E, F) but has no effect on *GFP-common*mRNA (Fig. 4E, G). These results highlight a mechanistic role for Orb2 in codon-dependent mRNA stability in the brain.

Next, we used genetic tools to further dissect the mechanism through which Orb2 is affecting GFP-rare^b^ protein and RNA expression in the *Drosophila* brain. Previous work has shown that Orb2 can both activate and repress polyadenylation on target transcripts, leading to increased or decreased mRNA stability respectively^55,59,83–85^. The switch between stabilizer and destabilizer is determined in part by which proteins are recruited by Orb2 to the target transcript (schematized in Fig. 4G). Such regulation is important in the brain to regulate mating behavior^55^. Our data suggests that Orb2 enables higher protein production from rare-codon-enriched mRNAs (Figs. 3I, 4C–G). Given this, we predicted that knockdown of the Orb2 co-factor *CG4162* (required for activation, Fig. 4H) would similarly be required for rare-codon expression. Indeed, we find a significant decrease of GFP-rare^b^ protein expression with *insc-Gal4-*driven *CG4612* knockdown (Fig. 4I, J, L). In contrast, *insc-Gal4-*driven depletion of the Orb2 co-factor *CG13928* (required for repression, Fig. 4H) has no impact on GFP-rare^b^ protein expression (Fig. 4I, K, L). These results were duplicated with multiple RNAis for each Orb2 co-factor (Fig. S3K). Our findings with a rare-codon reporter suggest a mechanism whereby Orb2 and its activation co-factor CG4612 enable rare-codon expression in neurons.

In addition to in the brain, Orb2 also increases stability of testes-specific mRNAs with a concomitant increase in protein production from these mRNAs in the *Drosophila* testes^61,62^. Given that the testes and brain are the two specific tissues where we previously identified rare-codon-dependent expression^16^, we next investigated the role of Orb2 in testes. To do this, we knocked down *orb2* with the germ cell driver *vasa*-Gal4 while co-expressing the rare-codon-enriched *mGFP100DV1* transgene, which expresses in both testes and brain^16^. Previously, we described the pattern of mGFP100DV1 protein expression in the testes. The tip of the testes (near the hub) does not express the *ubiquitin* promoter^16^, as revealed by the absence of GFP-common (Fig. S3L, M left-most region). However, there is expression of both GFP-common and mGFP100DV1 throughout the spermatogonia, spermatocytes, and spermatids (stages schematized in Fig. 4M, images in Fig. 4N, O, Fig. S3L, M). *vasa* Gal4*-*driven *orb2* RNAi testes show less mGFP100DV1 protein expression than *vasa* Gal4*-*driven *white* RNAi controls (Fig. 4N–P). We measured mGFP100Dv1 protein expression from the hub to 300 microns proximal (schematized in Fig. 4M) and found the decrease in protein expression driven by *orb2* RNAi appears at the spermatocyte and spermatid stages (Fig. 4O, P). These stages are also where Orb2 has been previously described to activate translation of target mRNAs^61–63^. As in the brain, we do not observe an impact on GFP-common expression in *orb2* depleted testes (Fig. S3L–N). These data suggest that Orb2, which has specific roles in neuronal control of mating behavior and in spermatogenesis in testes^54,59,61,63^, positively regulates rare-codon-dependent expression in neurons and spermatids.

### Orb2-regulated brain mRNAs have a codon-biased distribution of annotated Orb2 binding sites

Our results implicate Orb2 in recognizing rare-codon-enriched mRNAs and promoting their translation in neurons (and likely also in spermatids). Orb2 is known to bind a U-rich consensus sequence located within the 3’ UTR^56,60,84,85^. It has also been proposed that RNA binding proteins known to bind the 3’ UTR can also regulate targets through the coding sequence (CDS)^89–91^. As all of our reporter transcripts contain the same 3’ UTR^16^, it is unlikely that our finding of Orb2 as a codon-dependent regulator is driven by the 3’UTR. We therefore examined the number of Orb2 binding sites in the CDS. We used in silico analysis to examine the relationship between codon usage and the presence of Orb2 binding motifs in the reporter transcripts GFP-rare^b^, GFP-common, and several other rare-codon reporters described previously^16^. Using the program RBPmap^92^, we measured predicted Orb2 binding along each codon-modified transgene sequence.

There is a clear inverse correlation among our reporters between CAI and the number of annotated Orb2 binding sites (Fig. 5A). GFP-rare^b^ has 6 annotated binding sites, while GFP-common has 0 (Fig. 5A, Fig. S4A, B). Within the GFP-rare^b^ transcript, the putative Orb2 binding sites are in the rare-codon-enriched region of the transcript and near the 3’ end of the transcript, where Orb2 is modeled to bind^55,83^ (Fig. S4A, B). In fact, depending on the reading frame, we find that rare codons and annotated Orb2 binding sites can converge (Fig. 5B). At CAI values below 0.6, Orb2 binding sites are highly abundant but the high level of rare codons prevents any reporter expression^16^ (Fig. 5A). Further, the presence of abundant Orb2 binding sites alone does not appear to promote testis and brain-specific reporter expression, as the reporter GFP30D has a nearly identical CAI as GFP-rare^b^ yet is ubiquitously expressed (Fig. 5A). This indicates there is a sweet spot where both rare-codon abundance and Orb2 regulatory action converge and allow tissue-specific protein expression from rare-codon-enriched genes.

**Fig. 5:**
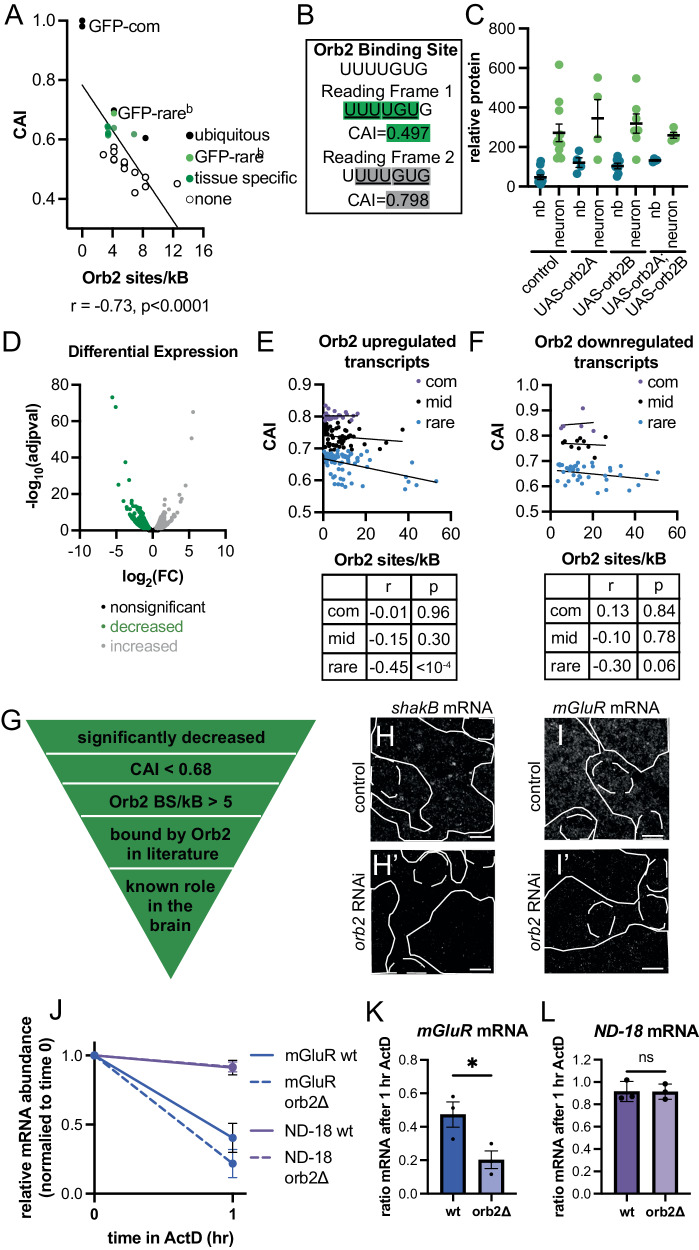
Orb2 increases abundance of endogenous rare-codon-enriched mRNAs with annotated Orb2 binding sites in the *Drosophila* brain. **A** Scatterplot of annotated Orb2 binding sites and CAI measurements for codon-altered GFP transgenes^16^ (see Methods). Linear regression reports *p* value < 0.0001, *n* = 28. Labeled are GFP-common and GFP-rare^b^ (in bright green). Points are colored by level of expression in *Drosophila* larvae^16^: black is ubiquitous, green is tissue-specific, white is none. **B** Reading frame of Orb2 binding site determines CAI. Shifting the reading frame of Orb2 binding site^55,60^ can lead to enrichment of rare (green) or common codons (gray). **C** Overexpressing *orb2* isoforms does not enable GFP-rare^b^ expression in NBs. Control (*w* RNAi), UAS-orb2A and/or UAS-orb2B driven by *insc*-GAL4. Non-significant between control and all genotypes by One-way ANOVA. Mean ± SEM plotted, precise *n* values provided in source data file, 3 biological replicates. **D** Volcano plot of differential RNA expression profiles between *insc*-GAL4>*w* RNAi and *insc*-GAL4>*orb2* RNAi. Fold change was plotted as log_2_(fold change) against adjusted *p* value, plotted as −log_10_(adjusted *p* value). Genes with significantly different fold change are plotted in green for negative and gray for positive. Statistics information provided in methods. **E**, **F** Scatter plots of annotated Orb2 binding sites of trnascripts with significantly changed fold change from RNA seq. See methods for details. Linear regression plotted, *r* and *p* value for each group shown in the table. **E** Transcripts upregulated by Orb2. **F** Transcripts downregulated by Orb2. **G** Candidate selection criteria for Orb2-regulated transcripts. **H**, **I**’ *shakB* and *mGluR* mRNA smiFISH in WL3 brains. Dashed lines = NBs, solid lines = neurons. Scale bar 10 µm. One representative image of three animals from one of three biological replicates shown. **H**-**H**’ *shakB* mRNA in *insc*-GAL4> *w*-RNAi (**H**) or *insc*-GAL4> *orb2*-RNAi (**H**’). I–**I**’. *mGluR* mRNA in *insc*-GAL4> *w*-RNAi (**I**) or *insc*-GAL4>*orb2*-RNAi (**I**’) **J**. Plot of change in mRNA abundance over one hour of ActD treatment. Mean ± SEM are plotted. 20 brains each condition, 2 replicates for *ND-18* and 3 replicates for *mGluR*. **K**, **L** Plot of mean ± SEM ratio of mRNA over timecourse of ActD treatment with or without *orb2*. **K** *mGluR* mRNA. Two-tailed *t* test, *p* = 0.043. **L** *ND-18* mRNA. Two-tailed *t* test, *p* value not significant (ns).

These data suggest that both rare-codon enrichment and Orb2 binding motifs are important to determine regulation by Orb2 in the brain. However, it remained possible that Orb2 binding sites alone are sufficient to promote reporter expression in any cell type with sufficient Orb2 levels. To test this model, we used *insc-Gal4* to experimentally upregulate the Orb2 isoforms Orb2A and Orb2B individually and together throughout the neuroblast lineage^54,55,57–59^. We examined NBs, given that these stem cells normally have lower *orb2* mRNA levels (Fig. 3J). Neither Orb2 isoform alone nor both of them together is sufficient to promote GFP-rare^b^ expression when upregulated (Fig. 5C), despite abundant Orb2 sites in this GFP reporter (Fig. 5A). Therefore, we conclude that in neurons but not NBs, Orb2 levels, Orb2 binding sites, and rare codons converge to promote rare-codon expression.

We next sought to identify endogenously expressed transcripts that are regulated by Orb2 in the brain. In doing so, we could then identify those Orb2-regulated transcripts with abundant rare codons and Orb2 binding sites. 

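In the RNA sequencing experiment, *insc*-GAL4, a driver active in the neuroblast lineage, expressed a hairpin against *orb2* or, as the control, against *white* (*w*), an eye color gene. Each genotype had 2 replicates, and each replicate was a pool of 60 brains from WL3 larvae. The authors trimmed the reads with TrimGalore!, aligned them with HISAT2 and counted them on annotated features with featureCounts. The values they deposited are these counts, without normalization, for 23932 features, of which 17869 carry FlyBase gene identifiers and 5416 are transposon insertions. The counts summed to 61433043 in replicate 1 and 34610836 in replicate 2 labelled *white* RNAi, and to 75412298 in replicate 1 and 55826327 in replicate 2 labelled *orb2* RNAi. Their mean is 56.8 M counts, the paper's stated depth is an average of 35 M reads per sample, and the values given here use the summed counts. The paper's text does not state how read pairs, strand and reads with several alignments were counted, so counts of overlapping genes are uncertain. Counts were scaled with edgeR's TMM method and are given as CPM. edgeR's filterByExpr kept 13082 features, and the 2 libraries labelled *orb2* RNAi were compared with the 2 labelled *white* RNAi by edgeR's quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change over 0.5.

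Replicates of one label did not always lie closest to each other. Spread between libraries was taken as the median absolute deviation of the log2 ratio across features, scaled to estimate an SD. This spread was 0.972 between the libraries labelled *white* RNAi and 0.365 between those labelled *orb2* RNAi. Between replicate 1 labelled *white* RNAi and replicate 1 labelled *orb2* RNAi it was 0.426. Supplementary Dataset 3 gives a mean of normalized counts for each gene, which shows the libraries it was made from. The copy used here holds 1999 of its 13597 rows. All 1999 means lay within 0.1% of the means over 3 libraries, namely replicate 2 labelled *white* RNAi and both labelled *orb2* RNAi, while 7 lay within 0.1% of the means over all 4. None of the other subsets of libraries matched more than 17 rows. Replicate 1 labelled *white* RNAi was not in that comparison, while the paper gives 2 replicates per genotype. Its Reporting Summary states that no data were excluded, and the paper gives no reason for leaving this library out.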

We conducted RNA sequencing to compare mRNA expression in control (*white* RNAi) and *orb2* RNAi WL3 brains. We found 1048 genes that are significantly decreased in expression when *orb2* is depleted (representing genes that are normally upregulated by Orb2) and 704 genes that are significantly increased in expression when *orb2* is depleted (representing genes that are normally downregulated by Orb2) (Fig. 5D, Supplementary Dataset 3). Among these differentially expressed genes, we conducted a similar correlation analysis between CAI and the frequency of Orb2 binding sites as we did for our GFP reporters. 

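*orb2* (FBgn0264307) lies on chromosome 3L from 8937100 to 8954463 on the minus strand in the BDGP6.54 annotation of Ensembl release 115. It was counted at 17.1 CPM in replicate 1 and 15.3 CPM in replicate 2 labelled *white* RNAi, and at 105.3 CPM in replicate 1 and 53.6 CPM in replicate 2 labelled *orb2* RNAi. The target of the knockdown was thus higher under its own label, at 79.5 ± 36.6 CPM (SD, n = 2) against 16.2 ± 1.28 CPM (SD, n = 2). Its log2 fold change, libraries labelled *orb2* RNAi over libraries labelled *white* RNAi, was 2.29 (standard error 0.394, adjusted p = 0.9998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call depends on the test, since DESeq2 on the same 4 libraries gave adjusted p = 8.94e-05 without shrinkage and 0.000166 with its prior on fold changes. Over the alternatives that kept all 4 libraries the adjusted p ran from 8.94e-05 to 1.0. *orb2* shares 14.8% of its exon bases with *CG43783*, which was at 40.7 to 52.6 CPM in the 4 libraries. Because the label and the target go in opposite directions, libraries are named here by their labels, and every direction follows the labels.

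Over the 3 libraries of Supplementary Dataset 3, DESeq2 with its zero-centred prior on fold changes called 1167 features higher and 845 lower in the libraries labelled *orb2* RNAi than in replicate 2 labelled *white* RNAi. Of these, 1067 and 716 were protein-coding. That comparison has 1 library in the control arm, so it has no replicate check there. Its log2 fold changes were those of the table with the opposite sign in all 1999 rows, with sums at most 6.7e-06 from 0, so genes the table lists as decreased are higher in the libraries labelled *orb2* RNAi.

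Over all 4 libraries, edgeR's test called 0 genes lower and 0 genes higher in the libraries labelled *orb2* RNAi. At an unadjusted p under 0.05, 117 features were lower and 481 were higher, together 4.57% of the 13082 tested. In a separate fit limited to features with at least 10 counts in every library, 154 were lower and 165 were higher at that p. Both libraries labelled *orb2* RNAi lay above both labelled *white* RNAi for 2424 features and below both for 1535, together 30.3% where chance gives 33.3%. Among the alternatives on all 4 libraries, DESeq2 without shrinkage moved the counts most, to 40 genes lower and 90 higher. Across features, the log2 ratio of the libraries labelled *white* RNAi over *orb2* RNAi in replicate 1 had a Spearman correlation of -0.00356 with the same ratio in replicate 2, and of -0.149 when the libraries were paired the other way. These correlations are across genes, which are not independent replicates. The paper reasons that genes decreased on *orb2* depletion are normally upregulated by Orb2 and that increased genes are normally downregulated by it.

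**Figure D1:**
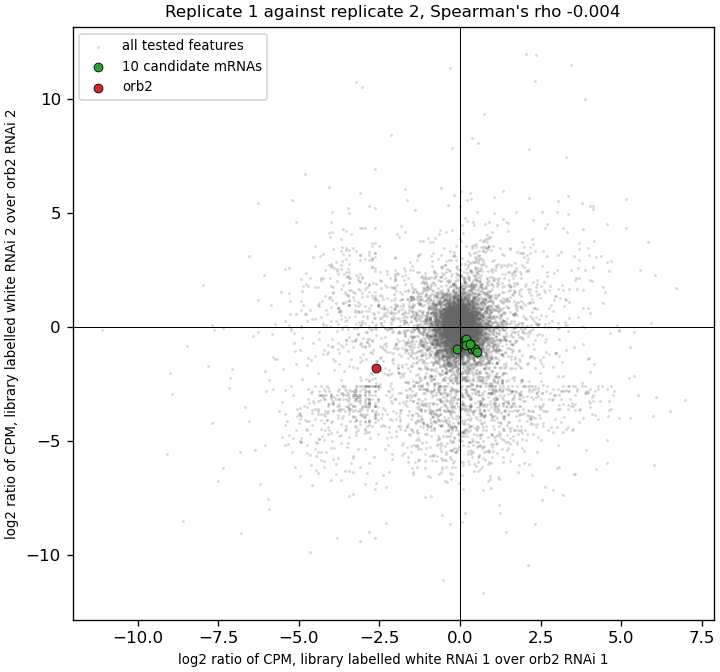
The log2 ratio of CPM (with a prior count of 2) in replicate 1 on the x axis and in replicate 2 on the y axis, libraries labelled *white* RNAi over *orb2* RNAi, with a point for each of 13082 features. *orb2* in red is below 0 on both axes, and the 10 candidate mRNAs of the paper in green are below 0 on the y axis.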

We again measured the number of potential Orb2 binding sites across the 3’ quartile of the CDS and the 3’ UTR of each transcript, focusing on mRNAs that are both differentially regulated by Orb2 and contain at least one annotated Orb2 binding site. Given a large number of Orb2-regulated genes, we split the genes into three groups by CAI: common-codon-enriched, middle-range codon usage, and rare-codon-enriched (see Methods). We first analyzed genes that, like *GFP-rare*^*b*^, are upregulated by Orb2 (Fig. 5E, analysis without splitting by CAI in Fig. S4C). While there is no correlation between CAI and Orb2 binding site density for common-codon-enriched or middle-range codon usage Orb2-regulated genes, those with rare-codon enrichment show an inverse correlation, with more binding sites at lower CAI. These results suggest that there is a rare-codon bias to those brain mRNAs that are both positively regulated by Orb2 and enriched in annotated Orb2 binding sites. In contrast to our results with mRNAs that are positively regulated by Orb2, we observe no correlation between CAI grouping and Orb2 binding site density for brain mRNAs that are downregulated by Orb2 (Fig. 5F, analysis without splitting by CAI in Fig. S4D). These data highlight a convergence between rare-codon enrichment and abundant annotated Orb2 binding sites in brain mRNAs that are positively regulated by Orb2.

Based on the relationship between rare codons and Orb2 binding sites in genes positively regulated by Orb2, we selected candidate genes for further analysis. We filtered our list of mRNAs that are positively regulated by Orb2 (1084 mRNAs) by identifying those with a CAI less than 0.68 (100 mRNAs), a value of more than 9 annotated binding sites per kilobase (42 genes), presence in previously published datasets of Orb2 binding mRNAs^60,85,90^ (34 mRNAs), and a known role for the mRNA in the brain (16 mRNAs) (Fig. 5G). 

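The selection starts from the genes called in the RNA sequencing. In the copy of Supplementary Dataset 3, 1046 rows have the paper's adjusted p under 0.05, and 95 of these have the paper's CAI under 0.68. In replicate 2 labelled *white* RNAi, all 1046 lay below both libraries labelled *orb2* RNAi in CPM, with a median log2 ratio of -0.995 to their mean. These rows were called in a comparison with that library as the only control, so its side is largely set by the choice. Replicate 1 labelled *white* RNAi, which was not in the paper's comparison, had a median log2 ratio of 0.0599 for the same genes. There, 483 of the 1046 lay above both libraries labelled *orb2* RNAi and 363 lay below both. No enrichment was tested, because the copy of the table is partial. With all 4 libraries the starting number depends on the test. Higher in the libraries labelled *orb2* RNAi, edgeR's quasi-likelihood test called 0 genes, DESeq2 with its prior 30 and DESeq2 without shrinkage 90. In counts simulated with each gene's fitted dispersion, edgeR recovered 36 of 189 genes changed by a log2 fold change of 2, with 8 false calls. DESeq2 without shrinkage recovered 104 of 200 with 108 false calls. Smaller changes, such as those the paper gives for its candidates, were not simulated. The median exon length of the 1046 genes was 5489 bases, against 2049 bases for all tested protein-coding genes. Binding sites per kilobase and published binding data were not analysed here.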

10 example candidate mRNAs are highlighted in Fig. S3E. 

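All 10 candidate mRNAs were lower in replicate 2 labelled *white* RNAi than in both libraries labelled *orb2* RNAi, with log2 ratios to the mean of those libraries from -1.19 for *shakB* to -0.57 for *anne* (FBgn0052000). The paper chose them from a comparison with replicate 2 as the only control, so this side is largely set by the choice. In replicate 1 labelled *white* RNAi, 9 of the 10 were higher than in both libraries labelled *orb2* RNAi, with the exception of *RhoGEF3* (FBgn0264707), which was below both. The median log2 ratio was -0.84 in replicate 2 and 0.34 in replicate 1. *shakB* (FBgn0085387, chromosome X, 20761071 to 20927050, minus strand in BDGP6.54) was at 41.6 and 12.8 CPM in replicates 1 and 2 labelled *white* RNAi and at 36.1 and 22.2 CPM in those labelled *orb2* RNAi. Its lowest count was 420 reads. The mean was 27.2 ± 20.4 CPM (SD, n = 2) against 29.2 ± 9.86 CPM (SD, n = 2), a log2 fold change of 0.10 (standard error 0.626, adjusted p = 0.9998 from edgeR's quasi-likelihood test), which is within the spread between replicates. Over the paper's 3 libraries, DESeq2 with its prior gave *shakB* a log2 fold change of 1.00 in the direction of the labels. Across all 10 mRNAs and all 4 libraries the log2 fold change ran from 0.06 for *nrm* (FBgn0262509) to 0.45 for *RhoGEF3*. Without replicate 1 labelled *white* RNAi it ran from 0.59 to 1.20, and without replicate 2 from -0.51 to 0.06. *nAChRalpha4* (FBgn0266347) shares 15.3% of its exon bases with other annotated features, and the other 9 share at most 4.7%.

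**Figure D2:**
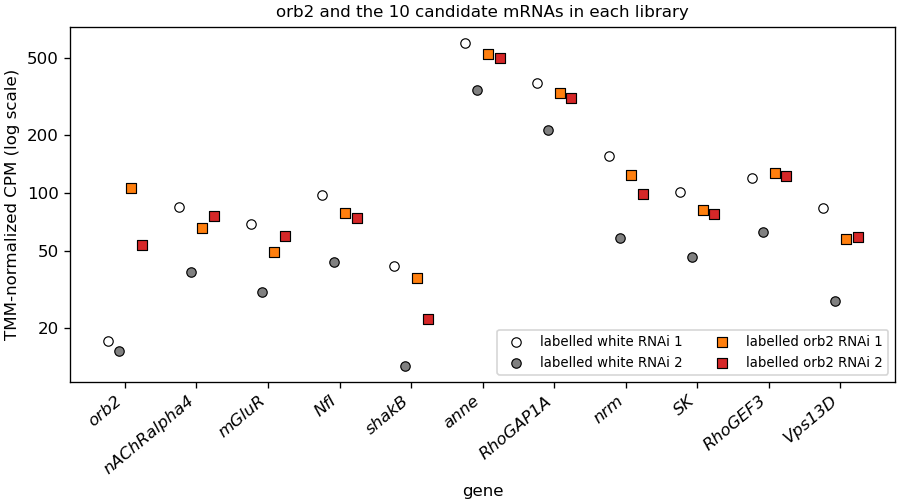
TMM-normalized CPM on a log axis for *orb2* and the 10 candidate mRNAs, with a point for each of the 4 libraries and no averaging. Replicate 2 labelled *white* RNAi is the lowest library for all 10 candidates, and replicate 1 labelled *white* RNAi is the highest for 9.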

Using quantitative smiFISH, we validated our RNA-seq results by showing that *orb2* depletion decreases mRNA abundance for candidate genes *mGluR* and *shakB* (Fig. 5H, I). Both *mGluR* and *shakB* mRNAs are known to be direct Orb2 targets^56,85^ with important neuronal functions. mGluR is a G protein-coupled receptor that functions in social activity and memory formation and influences adult brain development^91–93^. ShakB is an innexin that is necessary to form gap junctions in the *Drosophila* nervous system during development, which are maintained into adulthood and function in reflex responses^94,95^. These data suggest that Orb2 upregulates endogenous rare-codon-enriched mRNAs that are important for neuronal function.

We focused further on mGluR. *mGluR* has an abundance of rare codons (CAI = 0.585), placing it in the rarest 2% of the coding genome. 

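*mGluR* (FBgn0019985) lies on chromosome 4 from 936819 to 949441 on the plus strand in BDGP6.54, with 6351 bases of exon. An annotated INE-1 transposon overlaps 0.897% of its exon bases. In the libraries labelled *white* RNAi it was counted 4322 times in replicate 1 and 1008 times in replicate 2, or 69.1 and 30.7 CPM. In those labelled *orb2* RNAi it was counted 3768 and 3440 times, or 49.5 and 60.1 CPM. The means were 49.9 ± 27.1 CPM (SD, n = 2) and 54.8 ± 7.55 CPM (SD, n = 2). The log2 fold change of libraries labelled *orb2* RNAi over libraries labelled *white* RNAi was 0.13 (standard error 0.434, adjusted p = 0.9998 from edgeR's quasi-likelihood test), smaller than the spread between replicates. Over the paper's 3 libraries it was 0.77 by DESeq2 with its prior, where the paper's table gives -0.77. Leaving out replicate 2 labelled *white* RNAi changed its sign, to -0.34.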

The *mGluR* mRNA has 28 annotated Orb2 binding sites and was identified previously as an mRNA that directly interacts with Orb2^85,96^. Further, mGluR has a marked importance in neuronal development and function across evolution^97–99^. As our data with GFP reporters implicated mRNA stability as an important mechanism of codon-dependent Orb2 regulation, we again used actD treatment and quantitative RT-PCR to examine the role of Orb2 in *mGluR* mRNA stability. Relative to *ND-18*, a common-codon-enriched mRNA with a CAI of 0.862 shown previously to be highly stable in the nervous system^100^, *mGluR* mRNA is less stable after an hour of ActD treatment (Fig. 5J). Similar to *GFP-rare*^*b*^ reporter mRNA, *orb2* depletion makes *mGluR* mRNA even less stable (Fig. 5J, K). Depletion of *orb2* has no effect on *ND-18* mRNA stability, similar to *GFP-common* mRNA (Fig. 5L). These results suggest that Orb2 regulates the mRNA stability of *mGluR*, a rare-codon-enriched mRNA, in the brain. Our findings further support a mechanism whereby Orb2 regulates rare-codon-enriched mRNAs through mRNA stability control.

### Rare codons in *mGluR*, an Orb2-regulated mRNA, impact mating behavior

Our RNA-seq data suggests that Orb2 upregulates numerous rare-codon-enriched brain mRNAs, especially those with many annotated Orb2 binding sites. 

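Rare-codon-enriched genes were compared with the other genes of the table by library. Of the rows in the copy of Supplementary Dataset 3 with the paper's adjusted p under 0.05, 95 have a CAI under 0.68, 797 a CAI from 0.68 to 0.78 and 154 a CAI over 0.78. In replicate 2 labelled *white* RNAi, the median log2 ratio to the mean of the libraries labelled *orb2* RNAi was -0.97 for the rare-codon-enriched genes, -0.96 for the middle group and -1.1 for the common-codon-enriched genes. In replicate 1 labelled *white* RNAi it was 0.19, 0.08 and -0.20 in the same order. In that library, 62 of the 95 rare-codon-enriched genes lay above both libraries labelled *orb2* RNAi and 19 lay below both, while 41 of the 154 common-codon-enriched genes lay above both and 88 below both. The ratios of both replicates are taken to the libraries labelled *orb2* RNAi on which the paper chose these rows, so the choice also bears on the ratios of replicate 1, which is 1 library with no replicate check, and they are given as a description. The groups also differed in exon length, with medians of 6511, 5636 and 4045 bases from rare to common.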

We next examined the role of both rare codons and Orb2 binding sites in *mGluR*. To study the role of annotated Orb2 binding sites and rare codons in mGluR function and expression, we generated three different transgenes: *mGluRendo*, *mGluRcom* and *mGluRcombs* (Fig. 6A–C). The *mGluRendo* transgene has the same coding sequence as the endogenous gene and contains 28 annotated Orb2 binding sites (Fig. 6A). The *mGluRcom* transgene modifies the *mGluR* nucleotide sequence to have the most common codons for each amino acid in the protein, and this sequence modification eliminates all annotated Orb2 binding sites (Fig. 6B). The *mGluRcombs* transgene has the most common codons for each amino acid at all positions in the protein except where most of the Orb2 binding sites are, which have been changed back to the codons of the endogenous sequence, leading to 26 binding sites (Fig. 6C). All of these transgenes are expressed from the UBI promoter and tagged with a FLAG tag at the 5’ end and a 3XNBVHHO5 nanotag sequence at the 3’ end^101^.

**Fig. 6:**
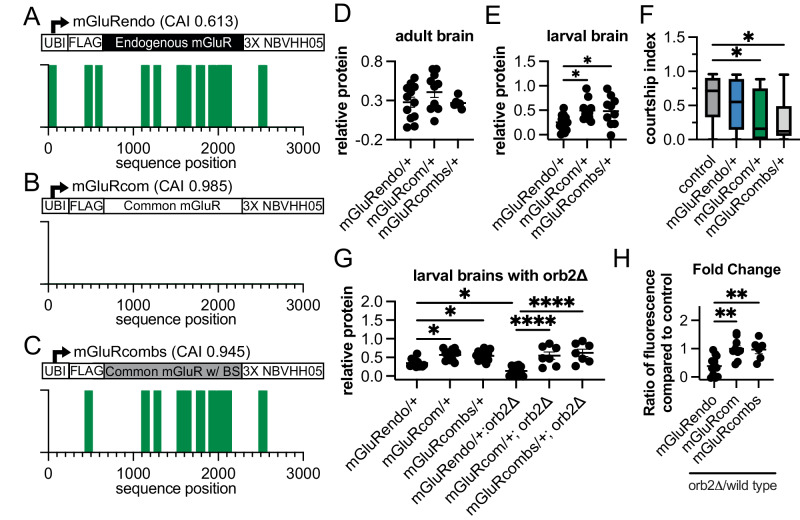
Rare codons in mGluR, an Orb2-regulated mRNA, impact mating behavior. **A**, **C** Schematic showing mGluR codon-modified transgenes tagged with a FLAG tag and a Vhh05 nanobody antigen for protein visualization. mGluRendo has the endogenous coding sequence, with a CAI of 0.613 (Fig. 6A), while mGluRcom has the codon optimized coding sequence, with a CAI of 0.985 (Fig. 6B), and mGluRcombs has Orb2 binding sites added back in, for a CAI of 0.945 (Fig. 6C). **D** Vhh05 protein quantification for mGluRendo heterozygote, mGluR com heterozygote, or mGluRcombs heterozygote adult male brains. Not significant by One-way ANOVA. Mean ± SEM plotted, three biological replicates conducted. Precise *N* values provided in source data file. **E** Vhh05 protein quantification of WL3 brains for mGluRendo heterozygotes, mGluRcom heterozygotes, or mGluRcombs heterozygotes. One-way ANOVA followed by Tukey’s multiple comparisons test performed: mGluRendo/+ vs mGluRcom/+ *p* = 0.0241; mGluRendo/+ vs mGluRcombs/+ *p* = 0.0442. Mean ± SEM plotted, three biological replicates conducted. Precise *N* values provided in source data file. **F** Measurement of time that control or transgenic mGluR heterozygote males spent courting control females in a ten-minute time frame (=courtship index). One-way ANOVA followed by Dunnett’s multiple comparisons test performed. Precise N values provided in source data file, 5 biological replicates conducted. Control vs mGluRcom/+ *p* = 0.0273; control vs mGluRcombs/+ *p* = 0.0128. Minima, maxima, centers and bounds of box and whiskers in source data file. **G** Vhh05 protein quantification of WL3 brains for mGluRendo heterozygotes, mGluRcom heterozygotes, mGluRcombs heterozygotes, each with or without homozygous *orb2* deletion. One-way ANOVA followed by Šídák’s multiple comparisons test. mGluRendo/+ vs mGluRcom/+ *p* = 0.021; mGluRendo/+ vs mGluRcombs/+ *p* = 0.0432; mGluRendo/+ vs mGluRendo/orb2Δ *p* = 0.0345; mGluRendo/orb2Δ vs mGluRcom/orb2Δ and mGluRendo/orb2Δ vs mGluRcombs/orb2Δ *p* < 0.0001. Three replicates conducted, precise N values provided in source data file. **H** Plot of fold change in Vhh05 protein expression with and without *orb2* deletion (full data presented in **G**). Ratio of Vhh05 expression in *orb2* deletion WL3 brains to average of brains with wild-type *orb2*. One-way ANOVA followed by Tukey’s multiple comparisons test. mGluRendo vs mGluRcom *p* = 0.0020; mGluRendo vs mGluRcombs *p* = 0.0089.

The correct level of mGluR expression is known to impact social activity in male flies^97,102^. We have previously shown that substituting rare codons in the *Drosophila Ras85D* mRNA can limit its expression and enable Ras signaling to be controlled by a distinct set of molecular regulators^13^. Similarly, we hypothesized that rare codons fine-tune mGluR expression, function, and regulation by Orb2. To test this hypothesis, we first examined if rare codons impact *mGluR* transgene brain expression and mating behavior function. We used quantitative microscopy to measure mGluR transgenic protein production. We examined both adult and larval stages (Fig. 6D, E) due to previously described roles for mGluR during development and adulthood^102^. We could not detect a codon-dependent difference in protein expression among the three *mGluR* transgenes in the adult brain (Fig. 6D). This result could reflect weaker expression by the UBI promoter in the adult brain, as we have observed previously^16^. In contrast, protein expression of both mGluRcom and mGluRcombs are significantly higher than mGluRendo in larval brains (Fig. 6E), consistent with a role for common codons in increasing protein expression during development. The quantitative fluorescent measurements were corroborated by quantitative western blots of whole brains from animals (Fig. S5A, B). These results suggest that rare codons limit expression of mGluR in the larval brain.

Previous studies found that mGluR activity during larval development is necessary for normal adult social activity in flies^102^. Similarly, embryonic expression of the mGluR ortholog is required for complete innervation of Purkinje cells in adult mice^103,104^. To assess if the codon-dependent expression of *mGluR* transgenes during larval development impacts the known role of mGluR in adult social behavior, we measured naïve courtship activity in adult males exposed to control females. As expected^105^, control males spend a large percentage of their time courting (Fig. 6F). *mGluRendo* heterozygous males spend a similar amount of time courting as controls (Fig. 6F). However, *mGluRcom* heterozygous males spend a much smaller amount of time courting (Fig. 6F). This suggests that optimizing *mGluR* codons leads to higher mGluR protein during brain development and altered adult courtship behavior. *mGluRcombs* heterozygotes exhibit similar behavioral phenotypes as *mGluRcom* heterozygotes (Fig. 6F), suggesting that codon usage overrides the presence of sequences that may enable Orb2 regulation. To test this model further, we examined the ability of Orb2 to regulate transgenic mGluR. We measured the expression of each transgene in animals homozygous for an *orb2* deletion allele. *orb2* deletion significantly decreases expression of the *mGluRendo* transgene in the larval brain, suggesting that Orb2 can regulate this transgenic mGluR. In contrast, we observe no change in expression of mGluRcom or mGluRcombs between control and *orb2* deletion larval brains (Fig. 6G, H). Given that *mGluRcombs* contains 26 annotated Orb2 binding sites but is still not responsive to Orb2 regulation, we interpret our results to reflect that rare codons dampen *mGluR* mRNA expression to enable productive regulation by Orb2. Overall, our study of the neuronal Orb2-regulated gene *mGluR* reveals a role for codon-dependent regulation of protein expression in neuronal function and animal behavior.

## Discussion

In this study, we identify a fundamental change in codon usage regulation during the progression from neural stem cells to differentiated neurons. Neurons, but not NBs or ganglion mother cells, maintain an abundance of rare-codon-enriched mRNAs and produce protein from these mRNAs. This difference in codon usage regulation is significantly driven by the conserved CPEB family RNA binding protein Orb2. Orb2 is expressed at higher levels in neurons than in NBs. In neurons and the testis, the two cells/tissues most associated with Orb2 function^53–55,59,61–63^, Orb2 promotes rare-codon-derived protein expression. This perfectly matches our previous discovery of the testis and brain as two tissues that distinctly upregulate rare-codon expression^16^. In the brain, we show that rare-codon-enriched reporter mRNA is stabilized by Orb2. We demonstrate that both rare-codon enrichment and a high concentration of putative Orb2 binding sites in the 3’ end of the transcript are properties of numerous Orb2-upregulated brain mRNAs. Lastly, we reveal a role for rare codons in *mGluR*, an endogenous rare-codon-enriched mRNA with abundant Orb2 binding sites that is stabilized by Orb2 in the brain. Changing endogenous rare codons to common codons in an mGluR transgene increases its protein expression, prevents its regulation by Orb2, and decreases social activity in adult male flies. Given the many examples of rare codons productively fine-tuning expression of specific genes in disparate contexts^13,15,16,24,29,106,107^, it is critical to identify the molecular mechanisms controlling such expression. Our findings here reveal a mechanism by which rare-codon mRNAs can be stabilized, in the context of stem cell differentiation.

### Orb2 as a molecular switch to control the stability of rare-codon-biased mRNAs

Developmental transitions such as stem cell differentiation involve alterations in cell proteomes. Recent work in this area is beginning to illuminate codon usage differences between proliferating and differentiating cell states^29,108,109^ and even within stem cell lineages^18,110^. In stem cells, post-transcriptional control of gene expression is critical to promote transitions from progenitor to differentiated states^111–114^. Such regulation seems especially crucial in neural stem cells^115–117^. Here, we find that codon usage regulation is an important part of the transition from progenitor to differentiated cell expression in a defined neural stem cell lineage. Evidence suggests that other stem cell lineages are also impacted by codon-dependent regulation. For example, codon alteration of the murine KRas gene alters hematopoietic stem cell proliferation and differentiation^118^. Additionally, murine oligodendroyctes and oligodendryocyte progenitor cells have opposite codon usage preferences, which may be disrupted in leukodystrophies or white matter disease^110^. Part of this process appears to be driven by differential tRNA modification between progenitors and oligodendrocytes^110^, and other studies have also found a relationship between tRNA modification and cell type-specific gene expression^40,119^. The strongest case for correlating cell states and tRNA abundances themselves appears to be with proliferating cells^112,119–121^. However, other studies have found that changing tRNA pools have no implication on development and cell identity^122–124^, including in the *Drosophila* embryonic nervous system^19^. Future studies can assess how tRNA regulation functions during neuronal differentiation in the *Drosophila* brain.

Orb2 in *Drosophila* and its CPEB family orthologs in other metazoans have been heavily implicated in neurodevelopment and function^93,125^. The role that this family plays in neurons has been tied to their ability to translationally activate and repress transcripts dynamically, which is necessary for memory formation, long-term potentiation, and growth cone extension^55,59,126–129^. CPEB proteins are overwhelmingly active in the brain and germline. The brain, along with germline tissues like the testes, are well studied for unique regulation of many aspects underlying gene expression, including splicing (reviewed in^44^) and polyadenylation (reviewed in ref. ^48,130^). We recently described the brain and testes as uniquely able to translate rare-codon-enriched reporters^16^. This leads us to posit that CPEB protein expression and rare-codon enrichment in target genes are necessary for function of these two types of tissues. Future study can assess if CPEB proteins play a broader role in codon-dependent expression in specific cells and tissues.

### Rare-codon enrichment allows fine-tuned regulation of neuronal transcripts like *mGluR*

Dynamic regulation of mRNA stability^126,131^ and translation^132–135^ are well-described phenomena in neurons. There are many cis-regulatory characteristics of an mRNA transcript that are uniquely regulated in neurons compared to other cell types. These include unique enrichment of RNA binding protein motifs in alternative last exons and 3’ UTRs^136,137^ and alternative transcription start and termination sites leading to neuronal-specific isoforms^138–140^. This study and others has shown that neuronally expressed mRNAs also have higher enrichment of rare codons^19,40,41^. This suggests that rare-codon enrichment could be part of a complex code controlling gene expression regulation in neurons. Another part of this code is Orb2 regulation. We find a correlation between rare-codon enrichment and Orb2 binding sites, which includes a number of neuronal-specific genes. Most of the other RNA binding proteins (ELAV/Hu RNA binding proteins^141^, PUF proteins^142^, Bicaudal proteins^143^) that bind U-rich elements in the 3’UTR require longer binding sites than the 6-nucleotide site bound by Orb2^85^. The other CPE binding protein in *Drosophila*, Orb, is not expressed at high levels in the brain, but is specifically expressed in the testis^85^. Therefore, Orb2 may be unique among U-rich binding RNA binding proteins in regulation of rare codons.

We posit that rare-codon enrichment is needed to keep levels of some Orb2 targets low to allow for stabilization by binding proteins such as Orb2. In line with this idea, we previously showed that the Ras GTPase is controlled by different molecular regulators when encoded by rare instead of common codons^13^. This is also supported by our results showing that common codons in *mGluR* leads to higher expression and behavioral phenotypes that cannot be rescued by Orb2 binding sites. While we do find a correlation between increased Orb2 regulation and rare-codon enrichment in our work, there is a limit as to how much either mechanism can regulate gene expression on its own. If Orb2 binding sites were sufficient to regulate gene expression of *mGluR*, adding back the Orb2 binding sites would rescue the phenotypes we see in the *mGluRcombs* background – it does not. If rare codons were sufficient to allow specific expression in the brain and testes, we would see the highest GFP protein in our reporters with the most rare codons – we do not. Neither mechanism seems dominant, and both are necessary for control of gene expression during neuronal differentiation and function.

Many of the rare-codon-enriched mRNAs that we identified here to be specifically expressed in neurons function at the synapse, including mGluR. The synapse is dynamically regulated, specifically by CPEB proteins^55,57,125,127,128^, suggesting rare-codon enrichment may have evolved in these genes as a way to keep levels of expression low until they are needed. Taken together, our results present a paradigm where rare-codon enrichment within functionally related genes along with cell type and stage-specific expression of regulators cooperate to allow dynamic mRNA stability and translation control in *Drosophila* neurons.

## Methods

### Generation of codon-modified reporters in *Drosophila*

Codon-altered GFP transgenes were generated as described previously at the *attP40* (2 L) site^16^. Exon sequences for *mGluR* were downloaded from FlyBase (FB2022_03 Dmel release 6.46^144^), and codons modified according to the codon usage frequencies in the *Drosophila melanogaster* genome taken from the Kazusa codon usage database (https://www.kazusa.or.jp/codon/cgi-bin/showcodon.cgi?species=7227)^145^. Sequences were subsequently generated through gene synthesis (Twist Biosciences), cloned into a pBID-UBI plasmid (modified from Addgene plasmid #35200), transformed into NEB 5-alpha competent cells. Plasmids were purified using a ZymoPure II Plasmid Midiprep Kit (Zymo Research). Plasmids were injected into *attP40* (2 L) flies (Model System Injections). Full sequences are provided in Supplementary Dataset 1.

### Fly stocks

All flies were raised at 25 °C on standard media (Archon Scientific, Durham, NC). See Supplemental Dataset 4 for list of fly stocks used in this study and their sources. The following stocks were generated for this study: mGluRendo, mGluRcom, and mGluRcombs.

To generate MARCM clones^69^, female flies containing *hs-flp*, *tub-GAL80*, and *Frt19A* on the X chromosome (Bloomington stock #5133), GFP-rare^b^ on the 2^nd^ chromosome, and UAS-myrRFP (Bloomington stock #7119) on the 3^rd^ chromosome were crossed to males containing *Frt19A* (Bloomington stock #1744) on the X chromosome and *tub*-GAL4 (Bloomington stock #5138) on the third chromosome. Larvae were heat-shocked for 15 minutes at 37 °C either 24, 48 or 72 hours before WL3 stage and dissection for microscopy.

### Fluorescence imaging

Whole larval screening and image acquisition was on a Leica MZ10 F stereoscope (Leica Plan APO 1.0× objective #10450028) and Zeiss AxioCam MRc r2.1 camera. Larval and adult tissues were prepared for imaging with antibody staining by dissecting in 1XPBS, fixing in 1× PBS, 3.7% paraformaldehyde, and 0.3% Triton-X for 30 minutes. Primary antibodies were dissolved in PBS with 0.03% Normal Goat Serum and 0.1% Triton-X and tissues incubated overnight at 4 °C. Primary antibodies included Dpn (1:250, Abcam), Hts (1:200, Developmental Studies Hybridoma Bank) Elav (1:500, Developmental Studies Hybridoma Bank), Wrapper (1:100, Developmental Studies Hybridoma Bank) and Repo (1:500, Developmental Studies Hybridoma Bank). Secondary antibodies (Alexa fluor 647, 1:1000, Molecular Probes) were dissolved in PBS with 0.03% Normal Goat Serum and 0.1% Triton-X with Hoechst 33, 342 (1:1500) and tissues incubated for 2 hours at room temperature. Tissues were prepared for single molecule inexpensive RNA fluorescent in situ hybridization (smiFISH) by fixation, then three subsequent washes in 0.3% Tween in PBS. They were blocked in 10% formamide in 2× Sodium Chloride- Sodium Citrate (SSC), then incubated overnight, shaking at 37 °C in 10% formamide and 10% dextran in 2× SSC with FISH probes (IDT). GFP-rare^b^ and GFP-common probes were used at 1:100, *mGluR* probes were used at 1:50, *shakB* probes were used at 1:75. Probes were generated as described^80^. Sequences are listed in Supplementary Dataset 5. Nanobody detection was as described^101^. In brief, tissues were fixed and blocked as described above, then incubated in NbVHH05-HA at 1:500 overnight at 4 °C. Tissues were then washed in 1× PBS and stained with secondary antibodies (Alexa Fluor 488, 1:1000) and DAPI (1:2000) at room temperature for 2 hours. Tissues were imaged on a Nikon A1 Confocal.

### Fluorescently marked protein and RNA quantification

GFP fluorescence or nanobody fluorescence intensity was measured using the Measure tool in ImageJ. Each dot represents one animal. Unless a cell type is specified, the entire lobe of the larval brain was the region of interest. When values are presented as a ratio of control, the measurements for all control brains on a slide were averaged and each individual brain value was divided by that average value. When values are presented as relative, fluorescence intensity of values from the antennal lobe are subtracted from the fluorescence intensity of the region of interest. Line profile values were obtained using the line profile tool from ImageJ. In Fig. 2B, E, values were normalized with the average measurement for the total brain being set to 1 and all other values shown as a ratio of that.

Puncta values from single molecule inexpensive RNA fluorescent in situ hybridization (smiFISH) were counted using the Spot Counter tool on ImageJ. No prefiltering was used, box size was set to the size of 3 pixels, and noise tolerance was set to the minimum value of fluorescence for the entire image. Puncta counts were normalized to control tissues that either did not express the transgene or were only probed with secondary fluorescently labeled affinity probes. Cell types were identified using membrane-targeted fluorescent protein driven by cell type-specific GAL4 drivers. Neuroblasts and GMCs were marked by myristoylated RFP protein driven by *earmuff*-GAL4, and distinguished by size. Neurons were marked by myristoylated RFP protein driven by *elav*-GAL4.

Sidak’s is most appropriate to use when comparing a set of means derived from data generated in independent measurements^146,147^.

### CAI

CAI calculations for reporters and endogenous genes were performed using CAIcal^133^. A database of all annotated genes in the *Drosophila melanogaster* genome was generated using CDS sequences downloaded from Flybase (FB2017_05 Dmel release 6.18), the *Drosophila melanogaster* codon usage table from the Kazusa codon usage database^145^ and the local version of CAIcal^148^. Rare-codon-enriched mRNAs were defined as CAI below 0.68, mid-range mRNAs were defined with a CAI between 0.68 and 0.78, and common-codon-enriched mRNAs were defined as having a CAI greater than 0.78.

### mRNA/protein ratio calculations

Mean relative mRNA/protein ratio was calculated by dividing the average protein abundance of GFP-rare^b^ (normalized to GFP0D) by the average mRNA abundance (normalized to GFP0D) and converting to a percentage. Average values were used as protein, and mRNA abundance data were not obtained from paired samples.

### Protein preparation and analysis by western blotting

Protein samples were prepared as previously described^13^. Briefly, tissues or whole animals were homogenized in Laemmli buffer (larval tissues in 50 µl, adult tissues in 100 µl) on ice, then boiled for 5 min. Samples for measurement of GFP reporters were separated on 12% sodium dodecyl sulfate-polyacrylamide gels by electrophoresis (SDS-PAGE) at 200 V. Samples for measurement of mGluR transgenes were separated on 8% SDS-PAGE at 120 V. Proteins were transferred onto nitrocellulose membranes using an iBlot 2 Dry Blotting System (Invitrogen, Waltham, MA) set to 20 V, 6 min. The following antibodies were used: anti-FLAG M2 (1:500, Sigma, anti-mouse), anti-α-tubulin (1:2, 000, Sigma, anti-mouse), rabbit anti-GFP (1:1000, Life Technologies, #A11122). Signal was detected using a LI-COR Odyssey CLx and analyzed using Image Studio version 5.2 (LI-COR Biosciences). Band intensity for GFP and flag expression was measured and then normalized to expression of alpha tubulin as a loading control.

### Actinomycin D treatment

Twenty WL3 brains for each condition were dissected and placed into PBS. At the start of the treatment, brains were moved into either new PBS (no treatment) or PBS with 700 μM ActD (treatment) for the duration. Brains were kept on a nutator during treatment. At the end of the treatment, brains were flash-frozen. After freezing, RNA was prepared and the samples proceeded to qRT-PCR.

### RNA preparation and qRT-PCR

RNA preparation and qRT-PCR proceeded as previously described^16^. Dissections of WL3 larval brains took place under RNAse-free conditions, in PBS and in less than 2 hours. Brains were flash-frozen before RNA preparation. Brains were first homogenized frozen with no buffer, then homogenized in 50 uL Trizol reagent. Another 450 uL of Trizol reagent was added to each sample, then the manufacturer’s protocol was followed. Glycogen was used as a carrier and samples were resuspended in molecular grade water at 60 degrees Celsius. NA was then treated with DNase I at room temperature for 15 min before terminating the reaction by adding 2.5 mM EDTA and incubating at 65 °C for 10 min. Quantification of RNA was performed on a Qubit 3 fluorometer and samples were diluted to match the concentration of the lowest concentration sample, then immediately proceeded to cDNA synthesis. Equal amounts of RNA for all samples directly compared to one another were simultaneously transcribed into cDNA using iScript cDNA synthesis kit (BIO-RAD, Hercules, CA, cat#170–8891) according to the manufacturer’s protocol. No Reverse Transcriptase (NRT) controls were also run simultaneously for each sample to control for genomic DNA contamination. Quantitative Real-Time PCR (qRT-PCR) was run simultaneously on all samples compared to one another, corresponding NRT controls, and No Template Controls (NTC) for each primer pair using Luna Universal qCPR Master Mix (NEB, Ipswich, MA, #M3003) following the manufacturer’s protocol (1 µl cDNA per 10 µl reaction). A CFX384 Touch Real-Time PCR Detection System (BIO-RAD) was used for cDNA amplification and detection of FAM/SYBR Green fluorescence. qRT-PCR run data was analyzed using BIO-RAD CFX Manager software. Primer sequences are listed in Supplementary Dataset 5. Relative mRNA levels were calculated using the 2^ΔCT^ method to internally normalize the expression of reporter mRNA and *mGluR* or *ND-18* levels to a housekeeping gene, *RP49*.

### Cell-type-specific expression of RNA transcripts

Fragments per kilobase million (FPKM) counts for neurons and neuroblasts were accessed through the supplemental Dataset 1^81^ and converted to transcripts per million (TPM) using the following formula: TPM = FPKM/(sum(FPKMall)*10^6^). TPM counts for neurons, glia and different neuroblast types were accessed through “Supplemental Dataset 1^82^”. Once TPM values were obtained, enrichment values for each gene were defined as being in the top 25% of genes expressed in the cell type of interest and in the bottom 60% of genes expressed in any other tissue analyzed. To be included in the CAI distribution of genes expressed specifically in a cell type, the gene had to meet these characteristics in both RNA sequencing datasets. This resulted in 434 genes called as enriched in neuroblasts and 424 genes called as enriched in neurons. Differences in CAI distributions are tested as significant using both a Kolmogorov–Smirnov and a two-tailed *t* test.

### Codon-specific regulator screen

To select candidates to test as potential regulators of codon usage specific transcript expression, We chose mRNAs that were specifically enriched in expression in either neurons or neuroblasts based on previously published datasets. Candidates had to also be regulators of mRNA stability, splicing, modification, or translation.

To determine the role a gene plays in codon biased RNA expression, RNAi was used to knock down expression of candidates using *inscuteable* GAL4, which expresses throughout all neuroblast lineages in the larval brain (BDSC#8751^77^). Brains were dissected from WL3 larvae from each cross and stained with Elav antibody, then imaged on a Nikon A1 confocal. The fluorescence intensity of the reporter was calculated for one entire lobe of each brain using FIJI. Intensity values were normalized to brains with no RNAi line expressed that were mounted on the same slide. One-way ANOVA followed by Dunnett’s multiple comparisons test was used to determine significant changes in fluorescent protein expression after candidate gene depletion.

### Generating RNA sequencing libraries

Protocol was followed using RNase-free reagents. Brains from WL3 of the genotypes of interest (*insc*-GAL4 *x w* RNAi and *insc*-GAL4 x *orb2* RNAi) were dissected in cold 1XPBS with RNase-out (Invitrogen) treated forceps and immediately flash-frozen, then placed at −80 °C. Dissections were done in batches of 20 in under a week to reach 60 brains per replicate, with two replicates per genotype. 500 μL of Trizol (Sigma) total was used for each replicate, with proportionate amounts added to each batch of frozen brains before homogenization. After homogenization and centrifugation at 12 kG at 10 minutes at 4 °C, the supernatant from each batch was pooled. The supernatant was incubated at 5 minutes at room temperature, then 100 μL of chloroform was added. Samples were shaken for 30 seconds and then incubated for 3 minutes at room temperature. Next, they were centrifuged at 12KG for 15 minutes at 4 °C. The supernatant was discarded, then the pellet was washed with 1 mL 70% ethanol. The samples were centrifuged at 7.5 KG for 5 minutes at 4 °C. Supernatant was discarded and the wash step was repeated. The pellet was gently dried, then 50 μL of DEPC water was added. The sample was incubated at 55 °C for 10 minutes. Then, the TruSeq stranded mRNA kit protocol (Illumina) was followed to make libraries. Libraries were sent to Novogene (Beijing, China) for sequencing on an Illumina Novaseq machine to generate paired end, 150 base pair reads.

### RNA-sequencing analysis

A total of 140 million reads (average 35 million reads per sample) were obtained. The FASTQ data were first processed with TrimGalore! to remove adapters and low quality reads. HISAT2 was used to align (about 50% of reads were aligned for each sample) and mapped to the DM.BDGP6.32.105 genome downloaded from Ensembl. The featurecounts function was used to count the reads per feature, then followed by DESeq2 to determine differential gene expression. RNA-seq data will be available in NCBI Gene Expression Omnibus.

### Annotated Orb2 binding site mapping and quantification

The last quartile of the CDS and the 3’ UTR of transcripts that had significantly changed expression with depletion of *orb2* and a randomly selected group of 800 non-significantly changed transcripts were collated and queried in the RBP-map database (http://rbpmap.technion.ac.il/^92^) to identify the position and number of potential Orb2 binding motifs. We looked for binding sites in the 3’ end of the CDS because there is evidence that RNA binding proteins previously indicated to only bind the 3’ UTR also regulate RNA expression through the CDS^89,91,149,150^. The motif matrix used to search had been previously determined^85,151^. Stringency level settings were applied with 2 thresholds: *p* value < 0.005 for significant hits and *p* value < 0.01 for suboptimal hits. Number of binding sites was normalized to length of sequence queried before plotting.

### Behavioral testing

Courtship behavior was measured as described^100^. Briefly, male flies of the desired genotype were aged 4 days in isolation from female flies. They were then placed in an arena with a virgin female *w*^*1118*^ fly for 12 minutes while being video recorded. Each male fly was scored for the ratio of time of the total 10 minutes spent executing courtship behaviors (orienting, following, tapping, licking, and attempted copulation) as a proxy of social behavior. Differences in amount of time spent courting between genotypes were determined using One-Way ANOVA followed by Dunnett’s multiple comparison test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplemental Information

Peer Review File

Description of Additional Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Reporting Summary

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. The RNA sequencing data generated in this study have been deposited in the GEO database under accession code GSE263513. Previously published RNA sequencing datasets used in this study are also available on the GEO database as follows: Single-cell RNA sequencing of the brain dataset 1, Single-cell RNA sequencing of the brain dataset 2 (GSE38764), Orb2 binding targets in S2 cells (GSE59611). Source data for Figs. are provided in the source data file.

# Supplementary material for: Orb2 enables rare-codon-enriched mRNA expression during Drosophila neuron differentiation
**Source:** Nat Commun. 2024 Jun 20;15:5270. doi: 10.1038/s41467-024-48344-8

## SUPPLEMENTAL DATA

### Supplemental Datasets

**Supplemental Dataset 1. Sequences of new transgenes presented in this study.**

**Supplemental Dataset 2. Data for RNAi screen.**

**Supplemental Dataset 3. RNAseq data comparing control and *orb2* RNAi WL3 brains.**

**Supplemental Dataset 4. Fly stocks used in this study.**

**Supplemental Dataset 5: Sequences of primers and smFISH probes used in this study**

### Supplemental Figure Legends

**Figure S1: Other codon-biased reporters express at low levels in neuroblast and high levels in neurons.**

**A:** GFP-common expresses highly throughout the brain. Scale bar is 20  $\mu\text{m}$ . **B-D':** GFP-rare<sup>b</sup>, mchGFP100DV1 and GFP54C3' express highly in neurons, not in neuroblasts. **B.** GFP-rare<sup>b</sup> expression in one lobe of the *Drosophila* larval brain. Scale bar is 20  $\mu\text{m}$ . **C.** Schematic of codon and sequence composition of mCHGFP100DV1 reporter (Allen et al., 2022). **C'.** WL3 Larval body expression, arrows indicate testes and brain. **C''.** Expression of mCHGFP100DV1 reporter in one lobe of WL3 brain. Scale bar is 20  $\mu\text{m}$ . **D.** Schematic of codon and sequence composition of

GFP54C3' reporter (Allen et al., 2022). **D'**. WL3 Larval body expression, arrows indicate testes and brain. **D''**. Expression of GFP54C3' reporter in one lobe of WL3 brain. Scale bar is 20  $\mu$ m. **E**. Representative image of a MARCM clone in the central WL3 brain. Scale bar is 10  $\mu$ m. Green indicates GFP-rare<sup>b</sup> protein, magenta indicates Elav staining, gray indicates mCD8 RFP highlighting clone. Arrows indicate GFP-rare<sup>b</sup> negative neurons. **F-I**. Representative confocal images of either GAL4 driving UAS-LacZ (**F-G**) or antibodies (**H-I**) to mark cells of interest. Scale bars are 30  $\mu$ m. **F**. *OK6*-GAL4 driving UAS-LacZ expression in motor neurons in the ventral nerve cord. Some are GFP-rare<sup>b</sup> negative (dashed outline), others are GFP-rare<sup>b</sup> positive (solid outline). **G**. *engrailed*-GAL4 driving UAS-LacZ expression in serotonergic neurons in the ventral nerve cord. All are GFP-rare<sup>b</sup> positive (solid outline). **H**. Wrapper antibody staining indicating midline glia in ventral nerve cord. Dashed outline indicates cell bodies without GFP-rare<sup>b</sup> protein. **I**. Repo antibody staining in ventral nerve cord area rich in astrocyte-like glia. Most are GFP-rare<sup>b</sup> negative, indicated by dashed outline. **J-K**. Quantification of Type I (J) and Type II (K) NB numbers in WL3 brains of control and *insc*-GAL4 driving UAS-RNAi against *brat*, *numb* and *prospero*. Each data point = 1 animal. Four biological replicates were performed. \*=p<0.05, \*\*=p<0.01.

\*\*\*\*=p<0.0001 by one-way ANOVA followed by Dunnett's multiple comparisons test.

**Figure S2: GFP-rare<sup>b</sup> has abundant protein and mRNA expression specifically in neurons.**

**A:** A WL3 GFP-rare<sup>b</sup> brain expressing UAS-myristoylated (m) RFP driven by *asense* (*ase*)-GAL4 to mark NBs and GMCs and stained for mRNA molecules using smFISH. Scale bar = 10  $\mu$ m. **B:** A WL3 GFP-rare<sup>b</sup> brain expressing UAS-mRFP driven by *elav*-GAL4 and stained for mRNA molecules using smFISH. Scale bar= 10  $\mu$ m. **C:** Quantification of GFP-rare<sup>b</sup> protein expression

relative to  $w^{1118}$  controls in indicated cell types in WL3 brains (see Methods). Each data point = 1 animal. N = 5 animals, 2 replicates. One-way ANOVA performed followed by Tukey's multiple comparisons test,  $**=p<0.01$ . **D.** Quantification of GFP-common protein expression in indicated cell types relative to  $w^{1118}$  controls in WL3 brains. Each data point = 1 animal. N=6 animals, 2 replicates. No significant differences detected by one-way ANOVA. **E.** Relative GFP protein expression (quantitated by western blot) in 15 WL3 brains (3 replicates) expressing either GFP-rare<sup>b</sup> or GFP-common, from either WT or *brat* RNAi knockdown genetic background. One way ANOVA was performed followed by Šídák's multiple comparisons test. \*:  $p<0.05$ , \*\*\* $p<0.005$ . **F.** Relative GFP mRNA, (by quantitative Real Time PCR (qRT-PCR)) in 20 brains expressing either GFP-rare<sup>b</sup> or GFP-common with 3 replicates. Reporter mRNA levels are normalized to a housekeeping gene, *rp49*. Two tailed t test was performed, \*:  $p<0.05$ . **G-H.** Fold change in GFP-rare<sup>b</sup> protein (**G**) and mRNA (**H**) in WL3 brain cells of the indicated type, plotted the difference in the level between animals homozygous for GFP-rare<sup>b</sup> and animals heterozygous for GFP-rare<sup>b</sup>. At least 5 brains per condition, 2 replicates.

**Figure S3: Orb2 whole-animal knockout and neuron specific knockdown result in similar decreases in GFP-rare<sup>b</sup> expression. A:** Knockout of *orb2* in the entire animal leads to a more than 2-fold decrease in GFP-rare<sup>b</sup> protein expression. Each data point=1 animal. N=ten animals for control, N=6 animals for *orb2*Δ, 2 replicates. Unpaired t test performed, \*\*\*\* =  $p<0.0001$ . **B-D:** GFP-rare<sup>b</sup> protein fluorescence in WL3 brains of indicated genotypes. Scale bar = 10 μm. **E:** Quantification of GFP-rare<sup>b</sup> protein fluorescence in indicated cell types in the indicated genotypes. One-way ANOVA was performed followed by Sidaks multiple comparisons test. \*:

$p < 0.05$ . \*\*\*\*:  $p < 0.0001$ . Six animals, two replicates. **F:** Quantification of GFP-common protein expression in total brain and indicated cell types for either WT (*w* RNAi) or *orb2* RNAi. Nine animals, three replicates. **G:** Quantification of the number of type I and type II neuroblasts marked by Deadpan staining in either WT (*w* RNAi) or *orb2* RNAi brains. Six animals, two replicates. **H:** Quantification of the amount of neurons in either WT (*w* RNAi) or *orb2* RNAi brains. Measured by dividing the total area of the central brain by the area covered by Elav staining. Eight animals, two replicates. **I:** Ratio of mRNA as measured by qRT-PCR for either GFP-common or GFP-rare<sup>b</sup> in *orb2* knockdown brains and wild type brains. Reporter mRNA levels are first normalized to a housekeeping gene, *rp49*, and then the ratio of *orb2* knockdown to wild type is plotted. 20 animals, three replicates. Two tailed t test was performed, \*:  $p < 0.05$ . **J:** Quantification of GFP-common fluorescence as stained by smFISH in total brain and the indicated cell types in either *w* RNAi or *orb2* RNAi brains. Ten animals, two replicates. **K:** Quantification of GFP-rare<sup>b</sup> protein expression in total brain for WT (*w* RNAi), second *CG4612* (v52947) RNAi, and second *CG13928* (v51777) RNAi compared to average fluorescence intensity of WT total brains. Each data point = 1 animal, N=10 animals, three replicates. \*\*\*= $p < 0.005$  by Oneway ANOVA followed by Dunnett's multiple comparisons test. **L-M:** Representative confocal images of testes expressing GFP-common, scale bar is 50  $\mu\text{m}$ . **L:** *vasa*-GAL4 expressing *w* RNAi. **M:** *vasa*-GAL4 expressing *orb2* RNAi. **N:** Quantification of reporter GFP-common expression in testes under either control (*w* RNAi) or *orb2* RNAi driven by *vasa*-GAL4. Line profiles of GFP-common protein expression taken from hub to spermatid (300  $\mu\text{m}$ ). Nine animals, three replicates. Welch's t test comparing linear regressions shows no difference.

**Figure S4: Both Orb2 binding sites and CAI are important to determine expression regulation in the *Drosophila* brain.** **A:** Graph of CAI of each codon in the sequence of the GFP-rare<sup>b</sup> transgene with annotated Orb2 binding sites marked in green. **B.** Graph of CAI of each codon in the sequence of the GFP-common transgene, no Orb2 binding sites to be annotated. **C-D.** Scatter plots of number of annotated Orb2 binding sites in the 3' quartile of the CDS and the 3' UTR of transcripts of interest normalized to length, plotted against CAI of each transcript. Linear regression line plotted, r and p value for shown on the graph. **C.** Transcripts that are significantly upregulated by Orb2. **D.** Transcripts that are significantly downregulated by Orb2. **E.** Selected rare-codon-enriched genes that pass screening criteria (**Fig 5E**). Fold change values displayed in green, binding sites displayed in blue.

**Figure S5: Larval expression of mGluR transgenes is responsive to codon usage changes and *orb2* expression levels, while adult expression is not.** **A.** Western blot quantification of protein expression in the adult brain of each FLAG-tagged mGluR transgene from ten heterozygous animals, three replicates. Not significant by one-way ANOVA. **B.** Western blot quantification of protein expression in the larval brain of each FLAG-tagged mGluR transgene from 20 heterozygous animals, three replicates. One way ANOVA was performed followed by Tukey's multiple comparisons test. \*:  $p < 0.05$ , \*\*:  $p < 0.05$ , \*\*\*:  $p < 0.005$ .

**Figure S1: Other codon-biased reporters express at low levels in neuroblast and high levels in neurons.**

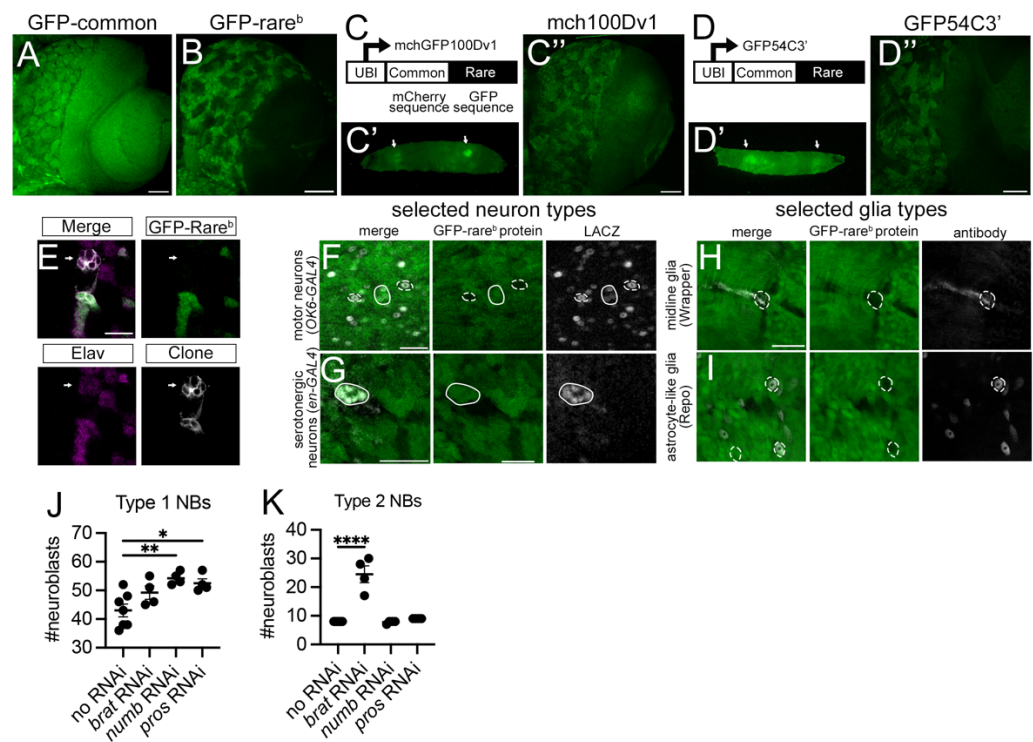

**Figure S2: GFP-rare<sup>b</sup> has abundant protein and mRNA expression in neurons, while GFP-common is expressed abundantly everywhere.**

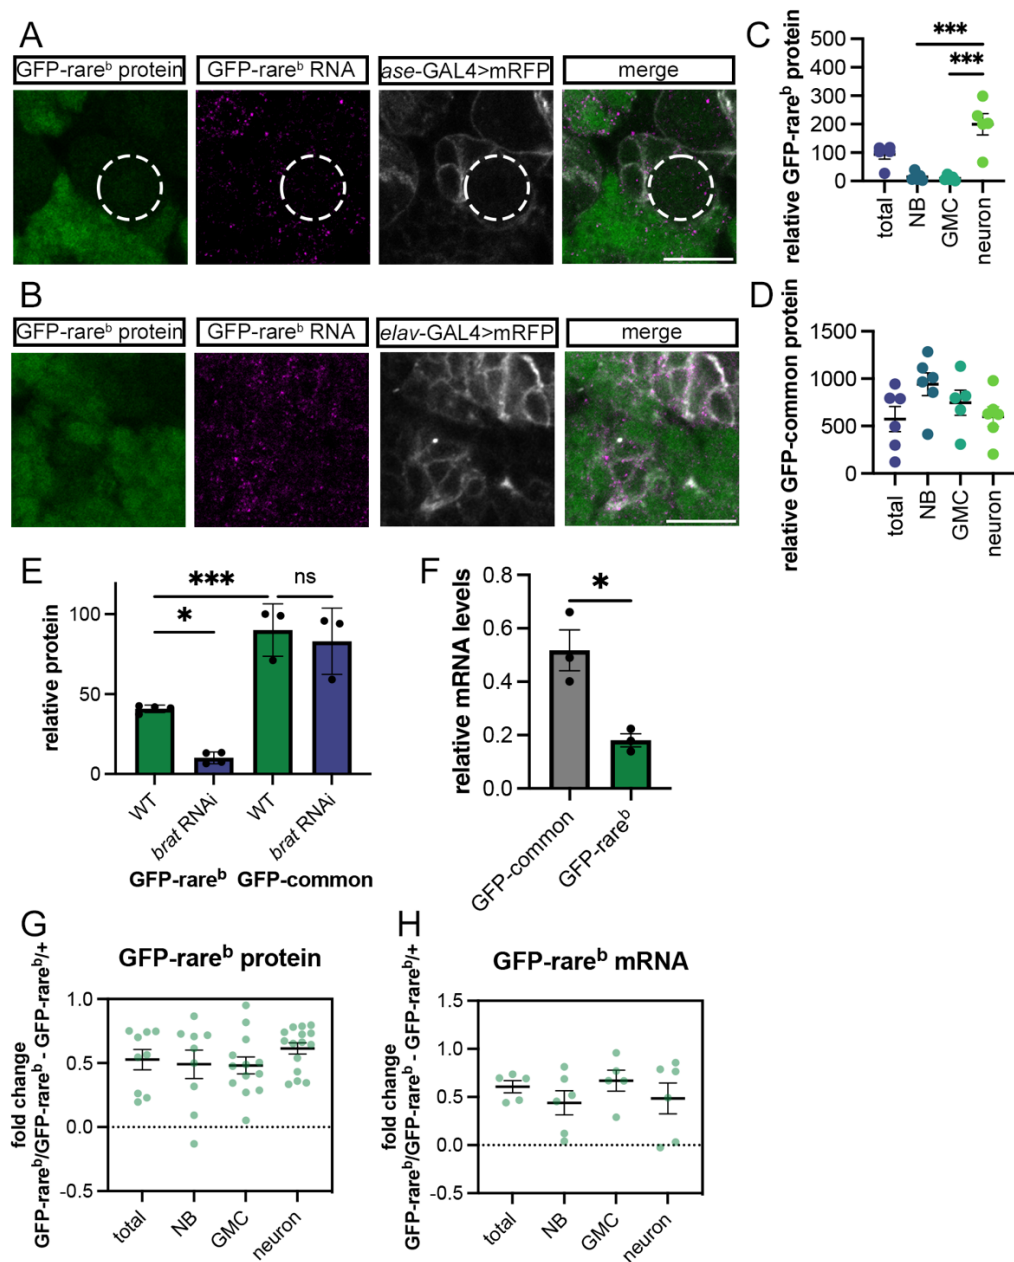

Figure S3: Orb2 whole-animal knockout and neuron specific knockdown result in similar decreases in GFP-rare<sup>b</sup> expression

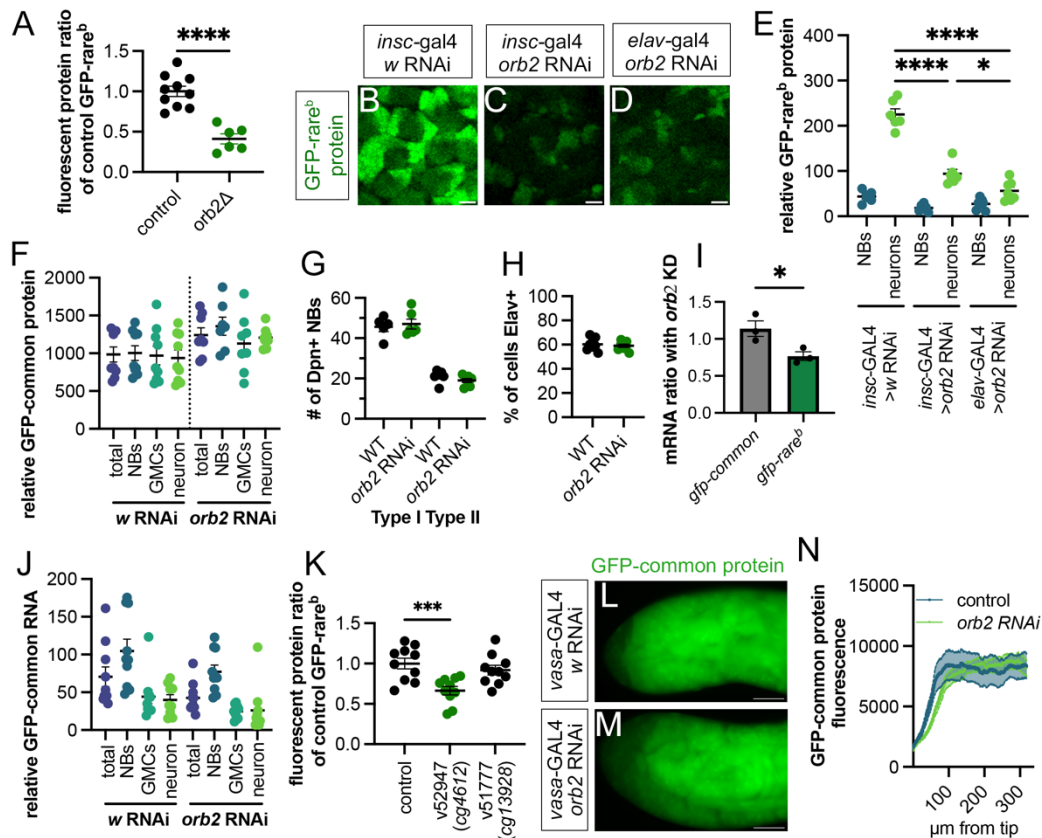

**Figure S4: Both Orb2 binding sites and CAI are important to determine expression regulation in the *Drosophila* brain**

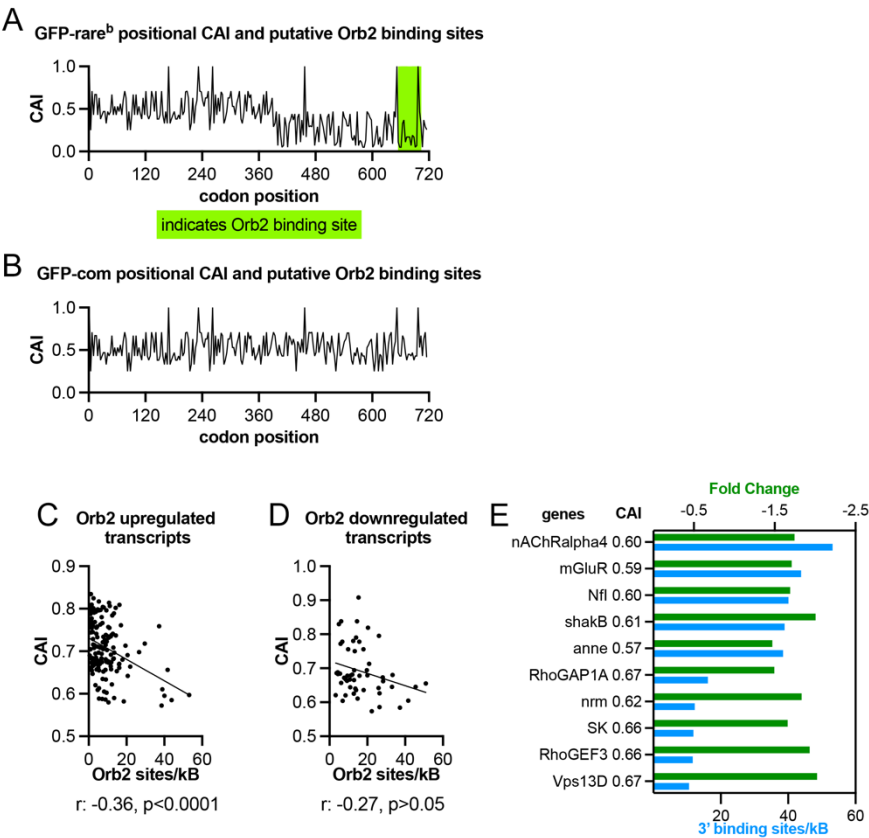

**Figure S5: Larval expression of mGluR transgenes is responsive to codon usage changes and orb2 expression levels, while adult expression is not**

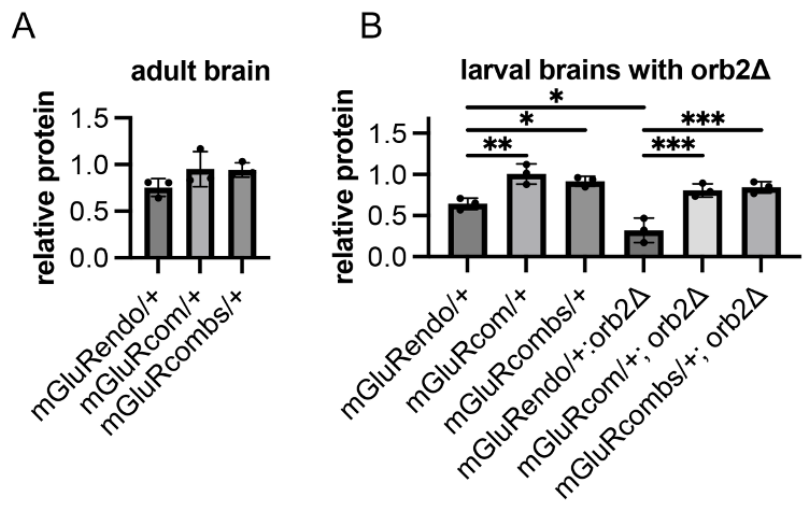

**Supplement:** Supplementary file 1 — Supplemental Information

# Supplementary material for: Orb2 enables rare-codon-enriched mRNA expression during Drosophila neuron differentiation
**Source:** Nat Commun. 2024 Jun 20;15:5270. doi: 10.1038/s41467-024-48344-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Information

### **Description of Additional Supplementary Information**

**Supplemental Dataset 1.** Sequences of new transgenes presented in this study.

**Supplemental Dataset 2.** Data for RNAi screen.

**Supplemental Dataset 3.** RNAseq data comparing control and orb2 RNAi WL3 brains.

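Each row of this table gives a gene, its CAI, the mean of its counts after scaling by DESeq2's size factors, a log2 fold change with its standard error, a Wald statistic, a p-value and an adjusted p-value. A repeat of the comparison with DESeq2 and its prior on fold changes, on replicate 2 labelled *white* RNAi and both libraries labelled *orb2* RNAi, gave the standard errors of all rows in the copy within 0.00026%. The adjusted p-values were within 1% for all 1999 rows. The highest log2 fold change in the copy is -0.50, so the copy holds decreased genes and none of the increased ones. *orb2* has a log2 fold change of -1.98 in the table and of 1.98 in the repeat, which divides libraries labelled *orb2* RNAi by the library labelled *white* RNAi.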

**Supplemental Dataset 4.** Fly stocks used in this study.

**Supplemental Dataset 5.** Sequences of primers and smFISH probes used in this study

# Supplementary material for: Orb2 enables rare-codon-enriched mRNA expression during Drosophila neuron differentiation
**Source:** Nat Commun. 2024 Jun 20;15:5270. doi: 10.1038/s41467-024-48344-8
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our Editorial Policies and the Editorial Policy Checklist.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- n/a Confirmed
- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☐ ☒ A description of all covariates tested
  - ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g. F, t, r) with confidence intervals, effect sizes, degrees of freedom and P value noted  
*Give P values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☐ ☒ Estimates of effect sizes (e.g. Cohen's d, Pearson's r), indicating how they were calculated

Our web collection on statistics for biologists contains articles on many of the points above.

Software and code

Policy information about availability of computer code

Data collection

Nikon NIS Elements was used to acquire images. Western blotting data was acquired using a LICOR Odyssey CLX.

Data analysis

Image J was used for Image analysis; Graph Pad Prism was used for statistical analysis.  
Bulk RNA-sequencing: Raw reads were mapped to D. melanogaster genome (BDGP6) using HISAT2 and counts assigned to protein-coding genes were calculated using featureCounts (v1.6.3). DESeq2 was then used to identify significantly differently expressed genes using the following parameters: Padj<0.01, and the absolute value of log2 FC>0.5.

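The number of genes depends on this threshold. Of the rows in the copy of Supplementary Dataset 3, 600 have the paper's adjusted p under 0.01, of which 57 have a CAI under 0.68. In the repeat of that comparison on 3 libraries, DESeq2 called 612 protein-coding genes higher and 400 lower in the libraries labelled *orb2* RNAi at an adjusted p under 0.01. With all 4 libraries and the same threshold, DESeq2 with its prior called 20 features higher and 0 lower, and DESeq2 without shrinkage called 42 higher and 6 lower. edgeR's quasi-likelihood test without a replicate block called 0 in each direction at 0.01, where 598 features had an unadjusted p under 0.05. The files also hold features that are not protein-coding, and protein-coding genes took 97.22% to 97.51% of the counts in each library.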

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio guidelines for submitting code & software for further information.

Data

Policy information about availability of data

All manuscripts must include a data availability statement. This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our policy

No restrictions on data availability for any of these datasets used in the manuscript. RNA sequencing published in this manuscript: GSE263513. Previously published GEO datasets used: GSE71104, GSE38764, GSE59611

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined based on variations in genotypes and treatments.                                        |
| Data exclusions | No data were excluded from the analysis                                                                              |
| Replication     | Multiple independent RNAi lines were used. All experiments were reproduced 2-3 times and all data used.              |
| Randomization   | animals were allocated based on genotype                                                                             |
| Blinding        | given that we used randomization and replication, along with quantitative measures, we did not also include blinding |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies included Dpn (1:250, Abcam ab195173), Hts (1:200, Developmental Studies Hybridoma Bank, DSHB1b1) Elav (1:500, DSHB 7E8A10), Wrapper (1:100, DSHB 10D3), Repo (1:500, DSHB 8D12), FLAG M2 (1:500, Sigma, F3165), $\alpha$ -tubulin (1:2,000, Sigma, ABT170), GFP (1:1000, Life Technologies, #A11122). Secondary antibodies : Goat anti-rat or mouse (1:5000 for IF, goat-anti-rat IgG (H+L) Alexa Fluor 647, Invitrogen A-21247, goat-anti-mouse IgG (H+L) Alexa Fluor 647, Invitrogen A-21235), Donkey Anti rabbit or mouse 1:10000 (IRDye 800CW IgG Secondary Antibody (clonality unspecified) LICOR 926-32213) |
| Validation      | All antibodies used in this work are commercially available and the validation can be accessed at manufactures website.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                    |
|-------------------------|----------------------------------------------------|
| Laboratory animals      | Drosophila melanogaster - larvae and adults        |
| Wild animals            | none                                               |
| Reporting on sex        | n/a                                                |
| Field-collected samples | No field collected samples were used in this study |
| Ethics oversight        | No ethical approval required                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

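Brains of WL3 larvae expressing hairpins against *white* or *orb2* under *insc*-GAL4 were sequenced by the authors as 4 libraries, 2 per genotype, each from 60 brains. The deposited values are raw counts per annotated feature, which the authors made with TrimGalore!, HISAT2 on the BDGP6.32 genome and featureCounts. The counts hold no rows for unassigned reads and were not normalized. Samples were mapped to genotype and replicate from their labels and the paper's Methods. The paper names a stranded TruSeq kit and the sample labels name another TruSeq kit, so strand-specific counting was not assumed.

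Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main comparison was edgeR's quasi-likelihood test with TMM normalization and filterByExpr, without a replicate block, of the 2 libraries labelled *orb2* RNAi against the 2 labelled *white* RNAi. Calls required an adjusted p under 0.05 and an absolute log2 fold change over 0.5. This design, the alternatives and the rule for naming genes were set before the data were examined, apart from the alternatives described as chosen after seeing the data. Genes were named if the paper names them with its RNA sequencing or around *orb2* RNAi, or if they were among the 5 called genes per direction with the smallest adjusted p whose groups did not overlap, and 0 genes met the last rule. *CG43783* was named after its values were seen, since it overlaps *orb2*. Single genes of the marker lists, such as *Appl*, *Mhc*, *Mlc2*, *Sgs3* and *Fbp1*, were named outside this rule as examples of their lists. Alternatives were DESeq2 with and without its prior on fold changes, 2 other normalizations, 2 other filters, a replicate block, other thresholds and each library left out in turn.

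Library totals ran from 34.61 to 75.41 M counts. At the lowest count among the genes the paper carries forward, 420 reads, counting error is far smaller than the spread between replicates, which sets the precision. Counts cover reads and not independent molecules.

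The method was tested on simulated counts with the means and library sizes of these libraries. With a dispersion of 0.02, edgeR recovered 193 of 196 tested genes changed by a log2 fold change of 2. With each gene's own dispersion as fitted in these libraries, median 0.14, it recovered 36 of 189 with 8 false calls. DESeq2 without shrinkage then recovered 104 of 200 with 108 false calls.

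Gene positions, biotypes and exon lengths came from the BDGP6.54 annotation of Ensembl release 115, a later annotation than the one the authors used, and 99.7% of tested features had an exon length. Each library's trend of level on exon length was fitted by lowess with a span of 0.3. In simulated data the fit removed a slope of -0.3 to 0.00165. Marker lists for neuroblasts, neurons, glia, muscle, cuticle, fat body, hemocytes, salivary gland, ring gland, wing and leg discs, eye disc, heat shock and the male-specific RNAs were fixed before the data were examined and tested with limma's camera and fry. Lists were also compared with 10000 random lists of protein-coding genes matched on level and exon length.

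Supplementary Dataset 3 was compared with the mean normalized counts over each of the 11 subsets of at least 2 libraries. Codon adaptation, Orb2 binding motifs and the selection by motif density need the genome sequence and were not analysed here.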

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

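The tests of gene length trends and of the share of neurons were written before their results were seen, and the other tests in this part were chosen afterwards.

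Replicate 1 labelled *white* RNAi was not in the comparison behind Supplementary Dataset 3, and its signal for the 10 candidate mRNAs goes against that of replicate 2. It lay above both libraries labelled *orb2* RNAi for 9 of the 10, while replicate 2 lay below both for all 10. A difference between the 2 labelled groups would place replicate 1 on the same side as replicate 2, which held for 1 of the 10. As this is 1 library, a difference between the groups is not excluded. Low depth of replicate 2 is argued against by its lowest count among the 10, 420 reads for *shakB*. The length of the genes stays open for part of the difference. Levels in replicate 2 fell with exon length relative to the other 3 libraries (Spearman's rho -0.287 across genes), and taking each library's trend out moved the median log2 ratio of the 10 to the other 3 libraries from -0.94 to -0.381, between 0 and the range set for excluding it. A lower share of neurons in replicate 2 is a candidate explanation. The 13 neuron markers had a median log2 ratio of -0.816 there and stood at the 0.33 percentile of random lists matched on level and length, while the neuroblast list stood at the 97.4 percentile. Replicate 1 stood apart in the opposite direction, with the neuron list at 0.514 (99.8 percentile) and the 10 candidates at 0.605 (100 percentile). The paper chose the candidates from a comparison in which they were low in replicate 2, and the random lists were not chosen so. Replicate 2 is part of the ratio of replicate 1, so the percentile of the candidates there may partly reflect that choice. The glia list does not set these 2 libraries apart from the others, as it stood at the 0.76 and 100 percentiles in replicates 1 and 2 labelled *white* RNAi and at the 0.01 and 99 percentiles in those labelled *orb2* RNAi. A ratio to the other 3 libraries moves with each of them, so these lists do not settle which of the 2 pools had an unusual share of neurons, and a higher share in replicate 1 stays open too. With length trends taken out, the neuron list in replicate 2 was at -0.14, nearer 0 than the candidates, so the share of neurons may account for only part. The most abundant neuron marker, *Appl*, was at 590.1 CPM in replicate 2 and 771.8 to 1205.4 CPM in the others. The markers *Gad1* and *fne* were not lowest in replicate 2. *Gad1* was at 111.2 CPM there, at 68.8 CPM in replicate 1 labelled *white* RNAi and at 71.7 CPM in replicate 1 labelled *orb2* RNAi. *fne* was at 519.7 CPM there and at 403.8 CPM in replicate 2 labelled *orb2* RNAi. All 13 neuron markers were over 1 CPM in every library, and *elav* is also in the paper's table of decreased genes. A biological difference between the animals of the 2 pools was not tested.

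Muscle transcripts, which the paper does not report on, were higher in the libraries labelled *orb2* RNAi. The median log2 fold change of 14 muscle genes was 1.36, and all 14 were above 0. Both libraries labelled *orb2* RNAi lay above both labelled *white* RNAi for 11. limma's camera, which compares a list with the other genes, gave the list an adjusted p of 4.86e-16 over 13 lists. Fry, which tests the list by itself and allows for correlation between its genes, gave an adjusted p of 0.449. Adjusted over the list alone, 2 genes passed, and over all genes none did. *Prm* and *Mlp84B*, which had the smallest p of the list, and *sls* had been seen in Supplementary Dataset 3 before the list was written. The median log2 ratio of the list to the other 3 libraries was -2.46 in replicate 1 labelled *white* RNAi. The median log2 fold change was 0.925 without that library and 3.0 without replicate 2 labelled *white* RNAi. *Mhc* was at 5.40 and 27.8 CPM in the libraries labelled *white* RNAi and at 80.4 and 79.0 CPM in those labelled *orb2* RNAi. *Mlc2* was an exception, at 101.0 CPM in replicate 2 labelled *white* RNAi and 98.6 and 103.0 CPM in those labelled *orb2* RNAi. Length trends as the whole cause are argued against by a median of 1.46 with the trends taken out. A lower share of brain tissue would raise all other tissues alike, and they moved apart. The highest median among the hemocyte, fat body and ring gland lists was 0.286, and that of the hemocyte list lay below the muscle median by more than the SD of either list (0.371 and 0.917). The medians were 0.484 for wing and leg discs, 0.453 for eye disc, 1.22 for cuticle and 4.48 for salivary gland, so a change in muscle and cuticle together stays open. Muscle tissue carried over in the dissection is a candidate source, but the rise of the list is the pattern itself and does not test it. Of the 14 genes, 12 were over 1 CPM in every library. An effect of the knockdown on muscle genes was not tested and stays open.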

How the results depend on the processing

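The number of called genes was 0 in each direction with either other normalization, either other filter, an adjusted p under 0.01, no fold change threshold, and length trends taken out (chosen after seeing the data). DESeq2 without shrinkage called 40 genes lower and 90 higher in the libraries labelled *orb2* RNAi, of which 29 and 41 were also called over the paper's 3 libraries. DESeq2 with its prior called 5 lower and 30 higher, of which 5 and 28 were. In simulated counts with the dispersion of these libraries, 108 of DESeq2's calls were false beside 104 true ones. On the 3 libraries of Supplementary Dataset 3, a choice made after seeing the data, DESeq2 with its prior called 845 lower and 1167 higher, or 716 and 1067 protein-coding genes. This construction leaves 1 library in the control arm.

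The replicate numbers were not taken to pair the libraries, since 2 pairs cannot show it and neither the paper nor the labels state a shared batch. The deviations of same-numbered libraries had a correlation of 0.183 across genes. With a replicate block, edgeR's test called 11 genes lower and 62 higher, and 9 lower and 40 higher at an adjusted p under 0.01. *orb2* had a log2 fold change of 2.22 with an adjusted p of 0.00245 in that test.

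The log2 fold change of *orb2* was above 0 under every alternative. It passed the threshold under DESeq2 without shrinkage (2.28, adjusted p = 8.94e-05) and with its prior (1.58, adjusted p = 0.000166). Under the edgeR alternatives that kept all 4 libraries and had no block, its adjusted p was from 0.827 to 1.0. It ran from 1.74 without replicate 1 labelled *orb2* RNAi to 2.71 without replicate 2.

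The values of the candidate mRNAs depend on which libraries are kept. Across the 4 fits that each left out one library, the log2 fold change ran from -0.335 to 0.847 for *mGluR*, from -0.511 to 1.20 for *shakB*, from -0.264 to 0.868 for *nAChRalpha4*, from -0.348 to 0.814 for *NfI*, from -0.226 to 0.587 for *anne*, from -0.211 to 0.614 for *RhoGAP1A*, from -0.483 to 0.949 for *nrm*, from -0.339 to 0.785 for *SK* and from -0.515 to 1.10 for *Vps13D*. For each of these 9, the highest value came without replicate 1 labelled *white* RNAi and the lowest without replicate 2. Leaving out a library labelled *orb2* RNAi also changed signs, to -0.286 for *shakB* and -0.11 for *nrm* without replicate 1 and to -0.0058 for *mGluR* without replicate 2. *RhoGEF3* stayed above 0. In the 3-library fit *mGluR* was at 0.774. With length trends taken out, 5 candidates changed sign, to -0.00987 for *shakB*, -0.0236 for *anne*, -0.0444 for *nrm*, -0.0308 for *SK* and -0.0015 for *Vps13D*, all within their standard errors, as did *elav* (-0.066) and *CG4612* (-0.0429). The range over left-out libraries was -0.371 to 0.763 for *elav*, -0.203 to 0.237 for *dpn*, -0.123 to 0.317 for *CG4612* and -0.41 to 0.392 for *orb*. *dpn* was at -0.0315 with upper-quartile normalization and -0.00283 in the 3-library fit, where *orb* was at 0.341. The causes of these changes were not tested beyond the libraries and trends named.

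The medians of marker lists that changed sign with a library left out ran from -0.0147 to 0.127 for neuroblasts, -0.371 to 0.761 for neurons, -0.316 to 0.186 for glia, -1.96 to 1.36 for fat body, -0.529 to 0.338 for ring gland and -0.434 to 1.52 for heat shock. Upper-quartile normalization gave -0.0171 for neuroblasts and -0.0628 for glia, and DESeq2's size factors gave -0.0172 for glia. With length trends taken out, the medians were -0.0683 for neuroblasts, -0.036 for neurons and -0.0771 for glia. Libraries of both labels changed these signs, and the cause was not tested.

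The alternatives listed for codon adaptation, motif density and the candidate selection were not run, since they need the genome sequence.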

Differences from the paper's values

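The paper gives 1048 decreased and 704 increased genes, and edgeR's test on all 4 libraries called 0 and 0. Of the alternatives set before the data were examined, none of those that kept all 4 libraries came within 1.5 times the paper's counts. Called genes were not counted in the planned fits that left out a library. In the direction of the paper's table, which is opposite to the labels, DESeq2 without shrinkage called 90 decreased and 40 increased, DESeq2 with its prior 30 and 5, and edgeR with replicate block 62 and 11. DESeq2 with its prior on the 3 libraries of Supplementary Dataset 3, a setting chosen after seeing the values, called 1067 decreased and 716 increased protein-coding genes and 1167 and 845 of all features.

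For the genes the paper carries forward, log2 fold changes match the paper's in sign only after the direction is reversed, so values here are libraries labelled *white* RNAi over libraries labelled *orb2* RNAi. The paper's value and the value over all 4 libraries were -0.774177 and -0.134 for *mGluR*, -1.0039 and -0.099 for *shakB*, -0.803444 and -0.189 for *nAChRalpha4*, -0.757954 and -0.115 for *NfI*, -0.555831 and -0.119 for *anne*, -0.580227 and -0.139 for *RhoGAP1A*, -0.874231 and -0.058 for *nrm*, -0.731581 and -0.111 for *SK*, -0.950721 and -0.453 for *RhoGEF3*, -1.01812 and -0.073 for *Vps13D*, and -0.704215 and -0.0825 for *elav*. Of the alternatives set before the data were examined, leaving out replicate 1 labelled *white* RNAi brought all 10 candidates and *elav* within the larger standard error, and leaving out replicate 2 labelled *orb2* RNAi did so for 1 candidate and for *elav*. The others did so for none of these genes. DESeq2 with its prior on the 3 libraries, chosen after seeing the values, gave the paper's values. For *orb2* the paper's value is -1.97945 and the value over all 4 libraries was -2.29, within the larger standard error. The paper calls *orb2*, and DESeq2 with and without its prior and edgeR with replicate block call it on all 4 libraries, where edgeR without the block does not.

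The paper gives an average of 35 M and a total of 140 M reads. The deposited counts average 56.8 M and sum to 227.3 M, and no alternative bears on these sums. The paper also states that about 50% of reads were aligned, while the counts come to 162.3% of its total number of reads. The copy of Supplementary Dataset 3 used here holds 1999 rows of the table's 13597.

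The paper states that *mGluR*, *shakB* and the other candidates fall when *orb2* is depleted. In the libraries as labelled, all 10 had log2 fold changes above 0, none past the threshold, and *orb2* was higher in the libraries labelled *orb2* RNAi.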

Other observations

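The test of length trends on *orb2* and the second test of correlations between pairs of libraries were written before their results were seen, and the other tests in this part were chosen afterwards.

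*orb2* was higher in the libraries labelled *orb2* RNAi. Library size or normalization is argued against by a log2 fold change of at least 2.24 over 3 normalizations, and the length trend by 2.02 after the trends were taken out. Labels exchanged between the groups, and reads from the hairpin transgene counted on its target, cannot be told apart. Both predict a difference in *w*, the target of the control hairpin, in the same direction. Its log2 fold change was -0.462 (standard error 0.325, adjusted p = 0.9998 from edgeR's quasi-likelihood test), with 110.7 and 184.7 CPM in the libraries labelled *white* RNAi and 120.6 and 93.8 CPM in those labelled *orb2* RNAi, so the groups overlap. Without replicate 2 labelled *white* RNAi it was -0.05.

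The opposite sign of *orb2* in Supplementary Dataset 3 has a direct source. The table's log2 fold changes and those of the repeated 3-library fit summed to within 6.7e-06 of 0 in every row of the copy, so the table divides libraries labelled *white* RNAi by libraries labelled *orb2* RNAi. Which of the labels and the table is in the right direction is not settled by the counts. Of the rows, 7 had a base mean within 0.1% of the mean over all 4 libraries, and 1999 within 0.1% of the mean without replicate 1 labelled *white* RNAi.

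Across all genes, a difference shared by both replicates would give log2 ratios that correlate between pairs with no library in common. The correlations were -0.00356 and -0.149, so no such difference was visible in the values as scaled. Length trends could hide one in part. With the trends taken out both correlations rose, to 0.0525 and -0.0749, and neither reached 0.1, the value set in advance. A shared difference across many genes therefore stays open, as does one in few genes, such as *orb2*.

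Salivary gland transcripts were highest in replicate 2 labelled *orb2* RNAi for 7 of 7 listed genes. *Sgs3* was at 437.1 CPM there and at 6.99, 7.99 and 30.4 CPM in the other libraries. The median log2 fold change of the list was 4.48, and 0.733 without that library. Camera gave an adjusted p of 1.94e-06 and fry 0.641. Salivary gland carried over in the dissection of that library is a candidate source, but the 7 of 7 genes are the pattern itself and do not test it. Of the 7 genes, 6 were over 1 CPM in every library, and no biological explanation was tested.

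The median log2 fold changes of the other lists, libraries labelled *orb2* RNAi over libraries labelled *white* RNAi, were 0.04 for neuroblasts, 0.08 for neurons, 0.004 for glia, 0.29 for hemocytes, -0.24 for fat body, -0.19 for ring gland, 0.48 for wing and leg discs, 0.45 for eye disc, 0.22 for heat shock and -0.62 for the male-specific RNAs. Camera called the wing and leg disc list (adjusted p = 0.0478), whose median was 0.02 without replicate 2 labelled *white* RNAi, and the cuticle list (adjusted p = 8.9e-09, median 1.22, 49 of 64 genes above 0, and for 8 genes with a group at 3 counts or fewer a median of 1.22 with them at their bound and 1.01 without them), whose median was 0.44 without replicate 2 labelled *orb2* RNAi and 2.5 without replicate 2 labelled *white* RNAi. Fry called none of the 13 lists, and its smallest adjusted p was 0.449. *al* of the disc list and *Lcp1*, *Vajk2* and *Vajk3* of the cuticle list had been seen in Supplementary Dataset 3 beforehand. Fat body transcripts varied within groups, and *Fbp1* was at 2809 and 73.7 CPM in the libraries labelled *white* RNAi and at 291.3 and 63.3 CPM in those labelled *orb2* RNAi.

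Other genes the paper names were not called. The log2 fold change was 0.08 for *elav*, which was at 460.5 and 212.0 CPM in the libraries labelled *white* RNAi and at 405.4 and 306.6 CPM in those labelled *orb2* RNAi, 0.02 for *dpn*, -0.52 for *ND-18*, 0.07 for *CG4612*, -0.18 for *CG13928* and -0.07 for *orb*. Antisense or overlapping transcripts cover 34.2% of the exon bases of *elav* and 59.3% of those of *dpn*, so their counts are uncertain. For *ND-18* the value was -0.10 without replicate 2 labelled *white* RNAi.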
